# Inhibition of the RUNX1-CBFβ transcription factor complex compromises mammary epithelial cell identity: a phenotype potentially stabilized by mitotic gene bookmarking

**DOI:** 10.18632/oncotarget.27637

**Published:** 2020-06-30

**Authors:** Joshua T. Rose, Eliana Moskovitz, Joseph R. Boyd, Jonathan A. Gordon, Nicole A. Bouffard, Andrew J. Fritz, Anuradha Illendula, John H. Bushweller, Jane B. Lian, Janet L. Stein, Sayyed K. Zaidi, Gary S. Stein

**Keywords:** mammary epithelial phenotype, epithelial phenotype, RUNX1, CBFβ, mitotic gene bookmarking

## Abstract

RUNX1 has recently been shown to play an important role in determination of mammary epithelial cell identity. However, mechanisms by which loss of the RUNX1 transcription factor in mammary epithelial cells leads to epithelial-to-mesenchymal transition (EMT) are not known. Here, we report that interaction between RUNX1 and its heterodimeric partner CBFβ is essential for sustaining mammary epithelial cell identity. Disruption of RUNX1-CBFβ interaction, DNA binding, and association with mitotic chromosomes alters cell morphology, global protein synthesis, and phenotype-related gene expression. During interphase, RUNX1 is organized as punctate, predominantly nuclear, foci that are dynamically redistributed during mitosis, with a subset localized to mitotic chromosomes. Genome-wide RUNX1 occupancy profiles for asynchronous, mitotically enriched, and early G1 breast epithelial cells reveal RUNX1 associates with RNA Pol II-transcribed protein coding and long non-coding RNA genes and RNA Pol I-transcribed ribosomal genes critical for mammary epithelial proliferation, growth, and phenotype maintenance. A subset of these genes remains occupied by the protein during the mitosis to G1 transition. Together, these findings establish that the RUNX1-CBFβ complex is required for maintenance of the normal mammary epithelial phenotype and its disruption leads to EMT. Importantly, our results suggest, for the first time, that RUNX1 mitotic bookmarking of a subset of epithelial-related genes may be an important epigenetic mechanism that contributes to stabilization of the mammary epithelial cell identity.

## INTRODUCTION

Breast cancer arises from a series of acquired mutations and epigenetic changes that disrupt normal mammary epithelial homeostasis and create multi-potent cells that can differentiate into biologically unique and clinically distinct subtypes [1–6]. Epithelial-to-mesenchymal transition (EMT)—a trans-differentiation process through which mammary epithelial cells acquire the aggressive mesenchymal phenotype—is a key driver of breast cancer progression, invasion and metastasis [7–12]. Transcription factors Snail, Slug, Twist, and Zeb1/2 contribute to EMT during early, normal development and have also been implicated in invasion [13–16]. Despite accumulating evidence that defines a broad understanding of EMT regulation and maintenance of the epithelial phenotype [7–12], the mechanism (s) by which mammary cells maintain their epithelial phenotype is unknown.

The *runt*-related RUNX family of proteins form heterodimeric transcription factor complexes containing one of the three DNA binding factors (i.e., RUNX1, RUNX2, and RUNX3) and a common non-DNA binding protein, CBFβ [17]. Although the three RUNX proteins can bind to DNA, interaction with CBFβ significantly enhances their DNA binding affinity and protects them from proteasome-mediated degradation [18–20]. Functionally, RUNX proteins are phenotypic transcription factors that dictate identity of specific lineages and are often tissue-restricted in expression [17]. Paradoxically, CBFβ is ubiquitous in expression, indicating non-canonical roles that are independent of DNA binding RUNX factors [21]. Conversely, several studies have shown that lineage restricted depletion of CBFβ only partially recapitulates phenotypes observed with deletion of the DNA binding RUNX factors [19, 22–25], suggesting that not all transcriptional regulatory activity of these proteins requires CBFβ. Furthermore, a recent study has shown that CBFβ functions post-transcriptionally to regulate gene expression in breast epithelial cells [26]. Together, these observations highlight knowledge gaps in the mechanistic understanding of gene regulation by the RUNX-CBFβ transcriptional complex.

In addition to the recognized role in hematopoiesis and hematological malignancies [22, 27–39], RUNX1 has been recently identified as a key player in breast cancer development and tumor progression [40–47]. Findings from our group [48], reinforced by studies from others [49, 50], have shown that RUNX1 plays a critical role in maintaining breast epithelial phenotype and prevents EMT. However, it is unclear whether CBFβ contributes to RUNX1-mediated regulation of epithelial cell identity and mechanisms by which RUNX1 prevents EMT have not been identified.

Mitotic gene bookmarking, i.e., transcription factor binding to target genes during mitosis for transcriptional regulation following cell division, is a key epigenetic mechanism to convey and sustain regulatory information for cell proliferation, growth, and cell identity from parent to progeny cells [51–58]. We have established that RUNX proteins, as well as other phenotypic transcription factors that include MYOD and CEBPα, are present during mitosis on RNA Pol I- and II-transcribed genes in osteoblasts and leukemia cells for coordinate control of cell growth, proliferation and phenotype [59–66]. It is increasingly evident that mitotic gene bookmarking by transcription factors is a key mechanism to determine and maintain cell fate across successive cell divisions [67–79].

In this study, we addressed the hypothesis that RUNX1 maintains the breast epithelial phenotype, at least in part through interaction with CBFβ, and that the RUNX1-CBFβ complex transcriptionally regulates genes that support mammary epithelial proliferation, growth, and phenotype. We find that compromising RUNX1 DNA binding using a pharmacological inhibitor that disrupts the interaction between RUNX1 and CBFβ results in loss of the epithelial phenotype and acquisition of mesenchymal properties that are accompanied by changes in expression of associated genes and pathways and represent early events in the onset of breast cancer. Fluorescence confocal microscopy of fixed and live mammary epithelial cells revealed that RUNX1 is localized in punctate subnuclear foci in interphase and dynamically redistributes during mitosis, where it is present on chromosomes throughout mitosis. To identify genes occupied by RUNX1, we performed chromatin immunoprecipitation coupled with high throughput sequencing (ChIP-Seq) using a RUNX1-specific antibody on mitotic, G1, and asynchronous normal mammary epithelial MCF10A cells. We found that ribosomal RNA genes, regulated by the RNA Pol I transcriptional machinery, were occupied by RUNX1. A fluorescence-based, global protein synthesis assay showed reduced protein synthesis when RUNX1 DNA binding was perturbed using a small molecule inhibitor. Consistent with dynamic redistribution during cell division, ChIP-Seq revealed that, in mitosis, RUNX1 remains associated with a subset of RNA Pol II regulated genes specifically involved in maintenance of the epithelial phenotype and EMT progression. These findings establish a critical transcriptional regulatory role for the RUNX1-CBFβ complex in preventing EMT and implicate RUNX1 occupancy of target genes at the mitosis into G1 transition as a potential mechanism to sustain the normal breast epithelial phenotype.

## RESULTS

### Inhibition of RUNX1-CBFβ complex causes epithelial to mesenchymal transition and alters the associated transcriptome

To address experimentally whether functional disruption of the RUNX1-CBFβ transcriptional complex affects the mammary epithelial phenotype, we used a well-characterized small molecule inhibitor AI-14-91, which interferes with RUNX1-CBFβ interaction and disrupts RUNX1 DNA binding [80, 81]. We treated cells with the RUNX1-CBFβ inhibitor, as well as with the inactive control compound, and monitored changes in cell morphology over time. Consistent with previously reported role of RUNX1 in stabilizing the epithelial phenotype [48], disruption of the RUNX1-CBFβ complex for 48 hours resulted in mesenchymal morphology (Figure 1A). We next examined whether long-term inhibition of the RUNX1-CBFβ interaction caused a permanent change in cell phenotype. Longer term treatment (5 days) of actively proliferating normal mammary epithelial MCF10A cells showed significant apoptosis, although a small sub-population of cells survived and exhibited an altered phenotype; this phase was collectively denoted as the “crisis phase” (Figure 1B). The surviving sub-population at day 5 was recovered by culturing cells in media without the inhibitor, i.e., the “recovery phase”. By day 3–4 following media replacement, cells clearly showed a mesenchymal morphology (Figure 1B), indicating that interfering with the RUNX-CBFβ interaction and subsequent RUNX1 DNA binding causes loss of the normal mammary epithelial phenotype. Consistent with changes in cell morphology, we find alterations in expression and localization of the cytoskeletal F-actin protein (Figure 1C). These observations were confirmed by examining the expression of epithelial markers (e.g., E-cadherin, Figure 1D), as well as mesenchymal markers (e.g., Vimentin, Figure 1D). E-cadherin was largely unchanged; however, Vimentin expression was significantly increased, supporting initiation of an epithelial-to-mesenchymal transition upon inhibition of the RUNX1-CBFβ interaction.

**Figure 1:**
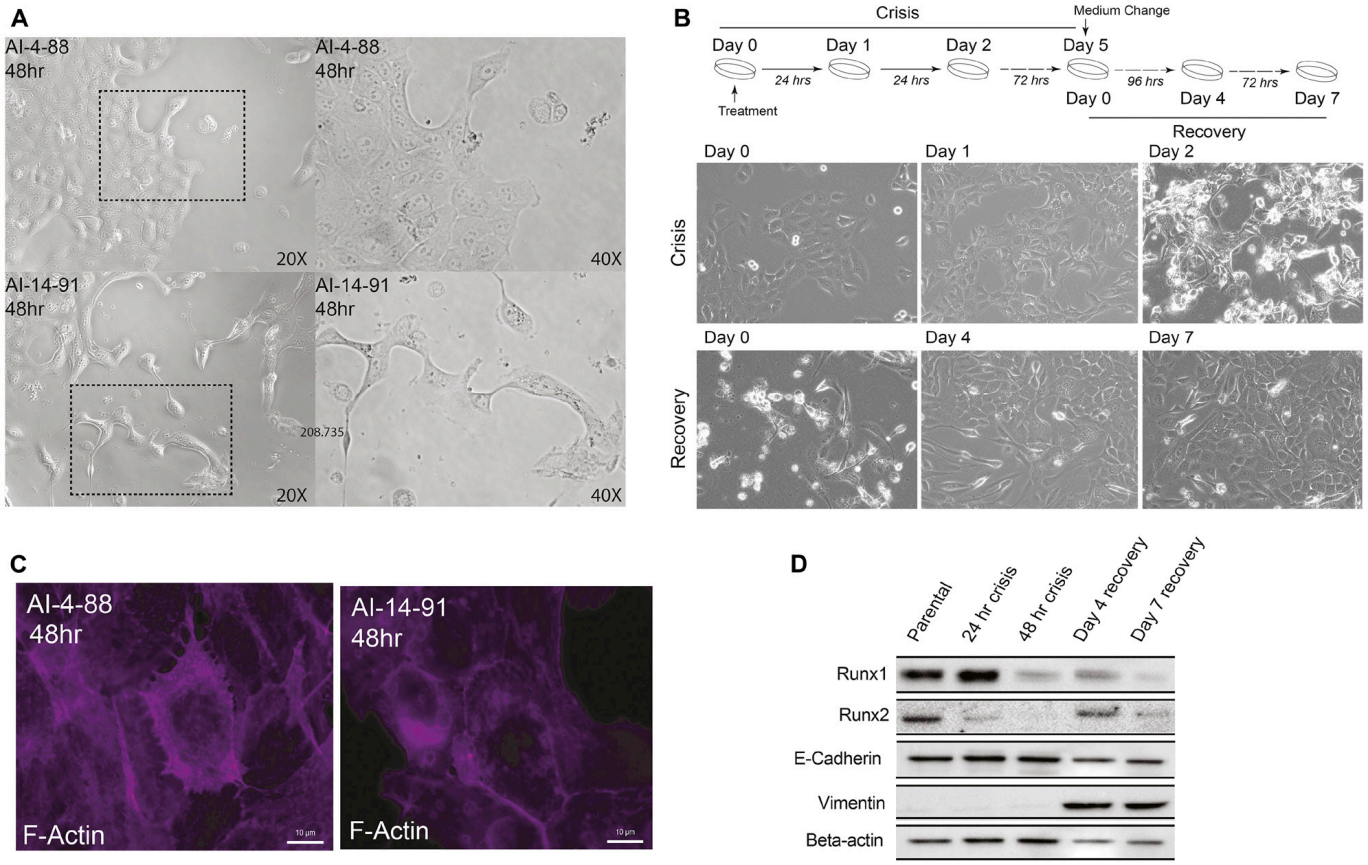
Disrupting transcriptional activity of the RUNX1-CBF Complex in MCF10A cells leads to a transformed cellular phenotype and EMT. (**A**) Phase contrast microscopy images of MCF10A cells treated with AI-4-88 or A-14-91 for 48 hours at 20 μM. Left panel: 20× magnification, right panel, 40× magnification. The outlines rectangle in the left panel is the resulting 40× magnification in the right panel. (**B**) Top panel: Experimental schematic depicting treatment schedule for the “crisis” and “recovery” stages. Bottom panel: Phase contrast microscopy images from Day 0, 1, and 2 or crisis where MCF10A cells were treated with AI-14-91 at 20 μM (top: left, middle, right, respectively). Phase contrast images from Day 0, 4, and 7 or recovery following a media replacement. (**C**) Morphological changes of the cytoskeletal protein F-actin upon inhibition of CBFβ-RUNX binding. When compared to inactive compound (left panel), cells treated with the active compound show substantial alteration in cytoarchitecture (right panel). (**D**) Western blot for RUNX1, RUNX2, epithelial marker E-cadherin, mesenchymal marker Vimentin, and loading control Beta-actin (top panel to bottom panel, respectively) in MCF10A whole cell lysate harvested from the crisis 24 hour and 48-hour timepoints and recovery day 4 and day 7 timepoints.

To identify transcriptome-wide changes associated with EMT upon inhibition of RUNX1 DNA binding activity, we performed RNA sequencing of three biological replicates at each of the indicated time points (Day 1 and 2 in Crisis Phase and Day 4 and 7 in Recovery Phase). Heatmap analysis of all time points identified substantial changes in gene expression as cells transitioned from an epithelial to mesenchymal phenotype (Figure 2A). A differential gene expression analysis between the crisis and recovery phases uncovered significant changes in expression of genes associated with EMT (e.g., IL32, SERPINB2, etc., Figure 2B). We performed pathway analysis on differentially expressed genes (Figure 2C and Supplementary Table 1). Consistent with phenotypic changes, we found that multiple signaling pathways that include TNF alpha, Interferon Gamma and estrogen responsiveness were altered during EMT caused by inhibition of the RUNX1-CBFβ complex.

**Figure 2:**
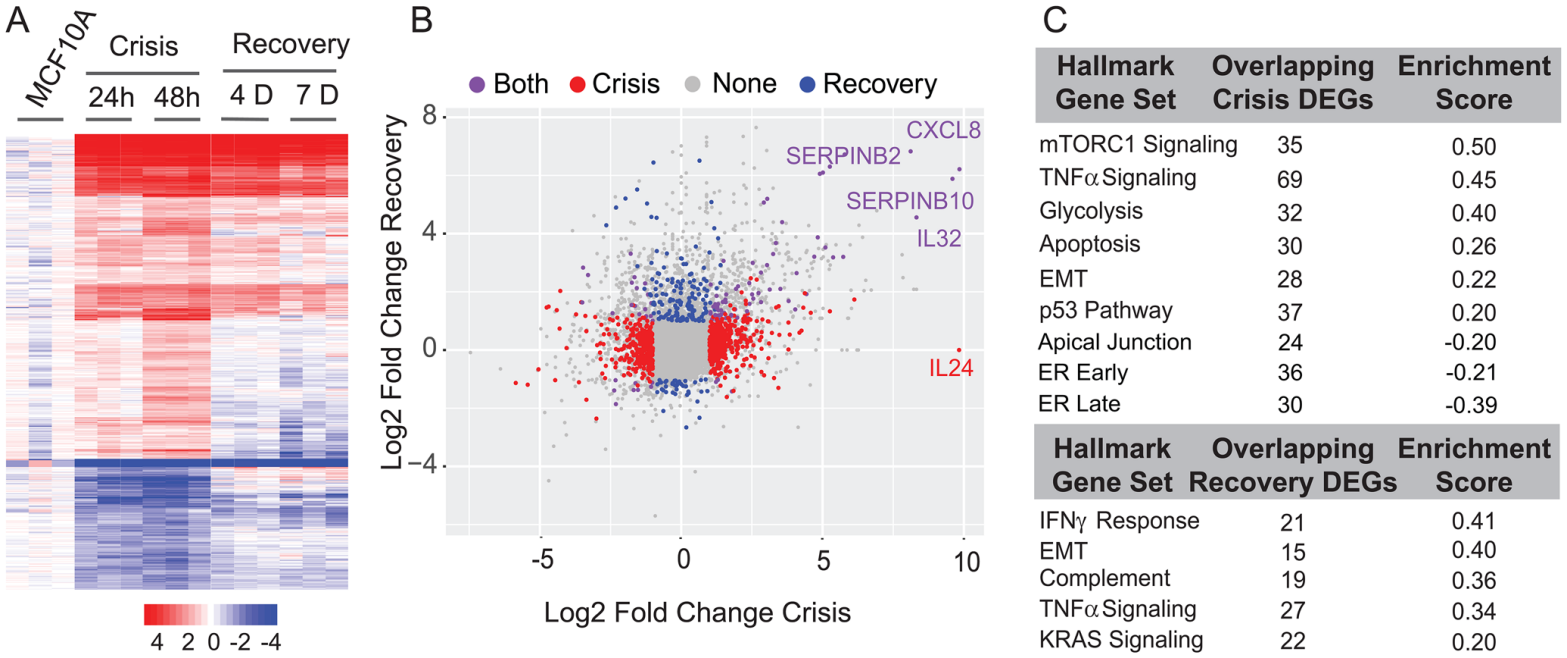
Differential expression and pathway analysis of RNA-Seq shows changes in key regulatory pathways involved in cell proliferation, metabolism, cell cycle control, ER (estrogen response), and EMT. (**A**) Expression heatmap of three biological replicates of 24-hour and 48-hour crisis timepoints and Day 4 and Day 7 recovery timepoints. (**B**) Scatterplot of log2 fold change between crisis and recovery phases. Most changed genes in each stage are indicated. (**C**) Table of overlapping pathways specific to crisis and recovery stages.

Together, these findings show that the interaction between RUNX1 and its heterodimeric partner CBFβ is a key determinant of the mammary epithelial cell identify and its inhibition leads to EMT and related transcriptomic changes.

### RUNX1 organizes as punctate foci in the mammary epithelial cell nucleus during interphase and is dynamically redistributed during mitosis

We have shown that RUNX proteins reside in punctate subnuclear domains and their subnuclear localization is functionally linked with transcriptional activity [30, 82–94]. To investigate subcellular localization of RUNX1 in normal mammary epithelial cells, we performed immunofluorescence (IF) microscopy in actively proliferating MCF10A cells and imaged cells in interphase as well as those undergoing spontaneous mitoses. We observed that RUNX1 is distributed as punctate domains predominantly in the interphase nucleus; no cytoplasmic signal for the protein is detected above the background or in the antibody controls (Figure 3, interphase panel, and Supplementary Figure 1). Importantly, we found that a subset of RUNX1 foci is localized on mitotic chromatin at all topologically identified substages of mitosis (Figure 3, top panels). Two distinct types of foci are detectable on mitotic chromosomes: 2–8 large punctate foci that appear to be allelic as well as numerous smaller foci that are distributed across the chromosomes (Figure 3, bottom panels; white arrowheads). Importantly, the number of foci retained on mitotic chromosomes was reduced upon disruption of the RUNX1-CBFβ interaction with a pharmacological inhibitor (Supplementary Figure 2). Unlike the interphase nuclei, RUNX1 signal was also reproducibly detectable in cytosol of prophase and metaphase cells, likely due to the absence of nuclear membrane; this signal was much less apparent in anaphase and telophase cells, coinciding with reforming of the nuclear membrane in progeny cells (Figure 3). In all replicates, important secondary-antibody-only controls were included to confirm specificity of RUNX1 signal during interphase and on mitotic chromosomes (Supplementary Figure 1). To ensure reproducibility of our findings, the IF experiments were repeated at least 3 times and, at the minimum, 20 interphase and mitotic cells were imaged.

**Figure 3:**
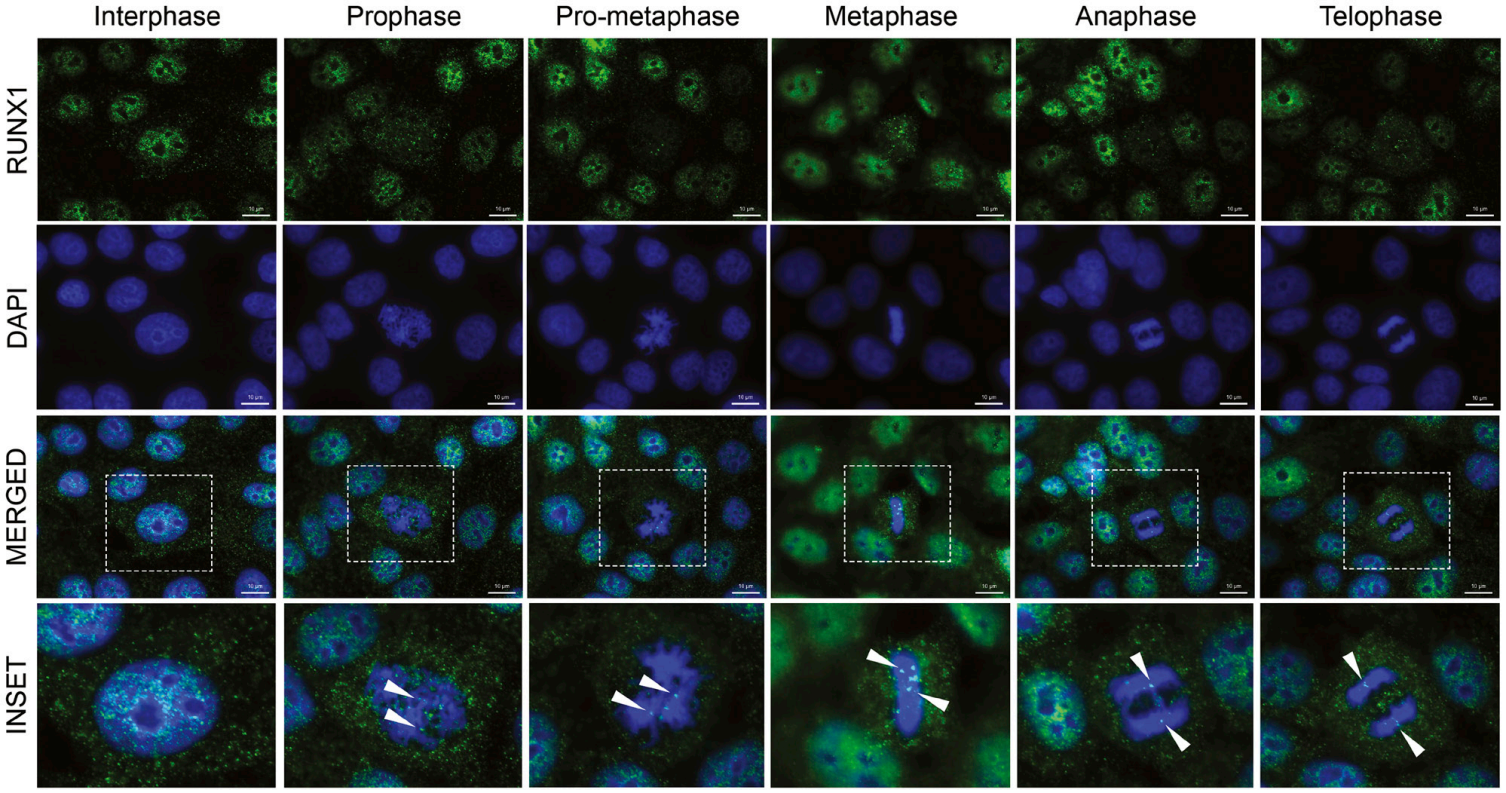
RUNX1 localizes to punctate subnuclear foci in interphase and dynamically redistributes throughout mitosis in the form of major and minor foci. Representative immunofluorescent images of interphase and mitotic MCF10A breast epithelial cells showing subcellular localization of RUNX1, identified using a specific antibody, throughout mitosis. Mitotic cells were further classified into substages of mitosis based on DAPI topology. RUNX1: green (top row); DAPI: blue (second row from top). Merged channel images (third row from top) contain an outlined region magnified in the bottom row labeled “inset”. White arrows highlight major Runx1 foci on mitotic chromatin. Three independent biological replicates were performed, and at least 20 cells for each mitotic substage were analyzed.

Because mitotic association of RUNX1 has potential functional ramifications—mitotic bookmarking is being studied as a key epigenetic mechanism to maintain cell identity [51–79]—we confirmed our findings in live cells. Multiple reports have indicated that formaldehyde fixation can prevent regulatory protein detection on mitotic chromosomes [67, 78]. To further confirm that association of RUNX1 with mitotic chromosomes is not under-represented because of formaldehyde fixation, we examined the localization of RUNX1-EGFP in actively proliferating, unfixed MCF10A cells. Consistent with our findings in fixed and synchronized cells, RUNX1-EGFP was associated with chromosomes in live MCF10A cells undergoing mitosis (Supplementary Figure 3). Together, these findings establish that RUNX1 is localized as punctate subnuclear foci in the interphase of mammary epithelial cells and is dynamically redistributed during mitosis, with a subset of foci retained on chromosomes at all stages of mitosis under physiological conditions in actively dividing, unfixed breast epithelial cells and, in agreement with our previous findings, equally distributed into resulting progeny cells [66].

### RUNX1 occupies distinct gene sets associated with the mammary epithelial cell identity, growth, and proliferation during interphase and mitosis

To experimentally address whether RUNX1 presence on mitotic chromosomes reflects occupancy of target genes, MCF10A cells were synchronized in mitosis using nocodazole (50 ng/mL). Nocodazole dose and treatment time were empirically determined to minimize toxic effects of the drug, while maximizing mitotic enrichment (Supplementary Figure 4A). Mitotic cells were collected by mitotic shake-off and purity of harvested cells was confirmed by the presence of H3pS28 in > 70% of singlets. We chose the H3pS28 mark to identify mitotic cells because this histone mark is highly specific to condensed chromosomes during mitosis; the more commonly used H3pS10 mark is additionally observed in late G2 as well as in early G1 cells and has also been associated with replicating centers in S-phase [95, 96]. A parallel, nocodazole-treated cell population was released into early G1 by replacing nocodazole-containing growth medium with fresh, nocodazole-free, growth medium and was harvested 3 hours post-release (Supplementary Figure 4B). Western blot analysis of whole cell lysates from the three cell populations showed expected levels of expression for cell cycle-specific proteins Cyclin B and CDT1 (Supplementary Figure 4C). FACS profiles of the cell populations confirmed the characteristic enrichment of blocked cells in mitosis (Supplementary Figure 4D, Mitotic) and of G1 cells upon release into fresh media (Supplementary Figure 4D, G1) when compared to asynchronous cells (Supplementary Figure 4D, Asynch).

To determine whether RUNX1 remains bound to target genes during mitosis, ChIP-Seq was performed on Asynch, Mitotic, and G1 MCF10A cells using a RUNX1 specific antibody (Figure 4A). 

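MCF10A is an established line of non-tumorigenic human mammary epithelial cells. The ChIP-Seq data comprise 3 populations: Asynch cells kept in vehicle for 16 h, Mitotic cells harvested after 16 h in 50 ng/mL nocodazole, a drug that depolymerizes microtubules and arrests cells in mitosis, and G1 cells harvested 3 h after the drug was washed out. The authors pooled the replicates of each population before peak calling and deposited 1 peak list per population. A comparison between populations is therefore a comparison of single lists, and no test across replicates was possible. Reads were aligned by the authors to hg38 with the ribosomal DNA repeat appended as a separate sequence, and peaks were called with MACS2 and filtered by IDR and strand cross-correlation. Each peak carries the authors' fold enrichment over background, its −log10 p and its correlation values.
Every deposited peak is 500 bp wide. The lowest fold enrichment in the lists is 4.02 in Asynch, 4.00 in Mitotic and 4.02 in G1, and the lowest −log10 p is 5.78, 5.80 and 5.80, respectively. The lowest shifted strand correlation is 0.700 in all 3 lists, and the smallest difference between the shifted and unshifted correlation is 0.100. Total read numbers are not given in the lists. Fold enrichments of many peaks lie on evenly spaced steps, as happens when whole reads are divided by a constant background, and these steps give a background of 1.26 reads at a position in Asynch, 1.68 in Mitotic and 1.35 in G1. This calculation covered 59.9% of the Asynch peaks, 52.8% of the Mitotic peaks and 57.6% of the G1 peaks, which held a median of 16, 15 and 17 reads at their summit.
From these lists, overlaps were counted when peaks shared at least 1 bp, and genes were counted as occupied when a transcription start site (TSS) of any of their transcripts lay within 5000 bp of a peak. The positions of TSSs came from GENCODE version 44 on GRCh38, whereas the authors used version 27. Shares are given with 95% Wilson intervals, which cover counting error only and not the variation between cultures.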

Enriched regions (peaks called by MACS2) were compared using k-means clustering (k = 4) of normalized enrichment profiles of the three cell populations. This analysis revealed subsets of genes that were either shared across the three groups or were specific for each, indicating dynamic binding of RUNX1 during and immediately after mitosis (Figure 4A and Supplementary Table 2). 

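The deposited lists hold 4506 peaks in Asynch, 799 in Mitotic and 2396 in G1, which cover 2253000, 399500 and 1198000 bp. Fold enrichment reached 33.1 in the Asynch list, 16.1 in the Mitotic list and 32.0 in the G1 list. When only peaks with a −log10 p of at least 10 were kept, 3825 Asynch, 416 Mitotic and 2055 G1 peaks remained, so the Mitotic list lost the largest share. The normalized enrichment profiles that entered the k-means clustering were not analysed here, and the populations were compared by their called peaks instead.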

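Of the 799 Mitotic peaks, 634 overlapped an Asynch peak (79.3%, 95% Wilson interval 76.4 to 82.0) and 543 overlapped a G1 peak (68.0%, 64.6 to 71.1). When the Mitotic peaks were placed at random on their own chromosomes 100 times, on average 0.164% met an Asynch peak and 0.109% met a G1 peak. A partner in both other lists was found for 509 Mitotic peaks (63.7%), in Asynch alone for 125 (15.6%), in G1 alone for 34 (4.26%) and in neither for 131 (16.4%, 14.0 to 19.1). In the G1 list, 1762 peaks (73.5%, 71.7 to 75.3) overlapped an Asynch peak and 542 (22.6%, 21.0 to 24.3) overlapped a Mitotic peak. In the Asynch list, 2615 peaks (58.0%, 56.6 to 59.5) had no partner in either list.

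**Figure D1:**
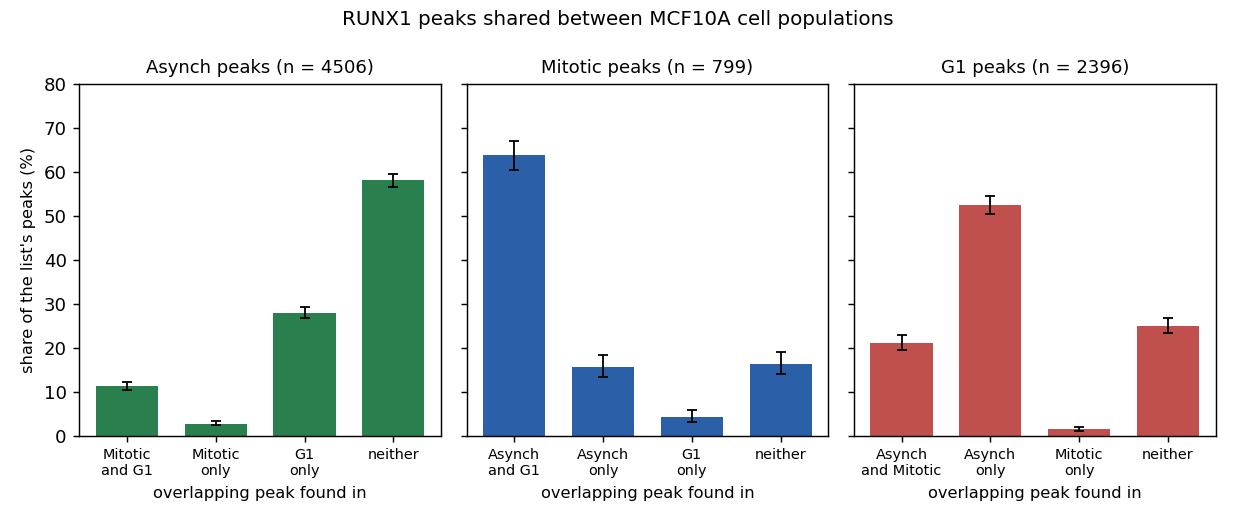
Share of the peaks of each list (y axis, percent) by the other lists in which an overlapping peak was found, with 95% Wilson intervals as error bars. The tallest bar is the class without a partner in Asynch (58.0%), the class shared by all lists in Mitotic (63.7%) and the class shared with Asynch alone in G1 (52.4%).

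The size of the lists sets these shares in part. With the 799 peaks of lowest p taken from each list, 46.3% of the Mitotic peaks overlapped a G1 peak and 46.3% an Asynch peak. Within the Asynch list, the 631 peaks that overlapped a Mitotic peak had a median fold enrichment of 11.7 (interquartile range 8.58 to 15.5), against 7.07 for the other 3875 Asynch peaks. None of 10000 random sets of 631 Asynch peaks had a median above 7.95. When the Asynch list was split into 5 groups of equal size by fold enrichment, the share found again in Mitotic rose from 3.33% (2.34 to 4.71) in the weakest group to 40.5% (37.4 to 43.7) in the strongest. The share of the same groups found again in G1 rose from 14.0% to 82.8%.
From subsets of genes that were shared by all populations or belonged to one of them, the paper concludes that RUNX1 binding is dynamic during and immediately after mitosis.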

Peak calling identified RUNX1 occupancy of both protein coding and long non-coding RNA (lncRNA) genes. Specifically, RUNX1 occupied 1070 genes in cell population not in G1 or M phase (Figure 4A, green bar) and 1095 genes in G1-enriched cells (Figure 4A, light red bar). 

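The annotation used for the count holds 19702 protein coding and 18824 lncRNA genes. In Asynch cells, 2718 genes had a TSS within reach of a peak, of which 1746 were protein coding and 972 were lncRNA genes. The lncRNA genes made up 35.8% of the occupied genes in Asynch, 30.8% in Mitotic and 36.0% in G1. Not every peak had a gene in reach: 2030 of the 4498 Asynch peaks outside the ribosomal DNA repeat did, as did 474 of 795 in Mitotic and 1102 of 2386 in G1. Gene counts in Asynch and G1 depended most on list size. When each list was limited to the 799 peaks of lowest p, the Asynch count fell to 483 genes and the G1 count to 507. That limit leaves the Mitotic list as it is. The Mitotic count moved most when only peaks of −log10 p of at least 10 were kept, from 702 to 418 genes.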

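With a TSS within 5000 bp of a peak, 1445 genes (914 protein coding and 531 lncRNA) were occupied in Asynch and in neither Mitotic nor G1. In G1 cells, 1482 genes were occupied, 948 of them protein coding and 534 lncRNA. Of these, 983 genes (605 protein coding and 378 lncRNA) had no Mitotic peak in reach. Counting 1 TSS per gene, at its 5′ end, gave 1250 genes in Asynch alone and 1249 genes in G1.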

Importantly, RUNX1 occupied 551 genes (413 protein coding and 138 lncRNAs) in mitotically enriched MCF10A cells, of which 378 genes overlapped with those occupied in early G1 while 173 genes were only occupied during mitosis (Figure 4A, blue bar).

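In Mitotic cells, 702 genes were occupied, 486 protein coding and 216 lncRNA. Of these, 499 genes (71.1%, 95% Wilson interval 67.6 to 74.3) were also occupied in G1 and 203 were not. The 499 shared genes comprised 343 protein coding and 156 lncRNA genes, and the other 203 comprised 143 and 60. Asynch cells had a peak at 118 of the 203 genes without a G1 peak (58.1%, 51.3 to 64.7), which left 85 genes occupied in Mitotic and in no other list. Genes occupied in all 3 lists numbered 471, and genes occupied in Mitotic or G1 numbered 1685. A gene without a peak is one at which no peak passed the authors' thresholds in that list, and lower occupancy is not excluded by it. Counting only the gene with the nearest TSS gave 607 genes in Mitotic, 419 of them protein coding and 188 lncRNA. Of these, 429 were shared with G1 and 178 were not. Other alternatives moved the number of genes in Mitotic and not G1 further. It was 84 with only peaks of −log10 p of at least 10, and 375 with lists of equal size.
The 5 Mitotic peaks of highest fold enrichment with a TSS in reach include one at H2AFX, a gene named in the main text of the paper. The others lay at HYLS1 on chromosome 11, from 125887385 to 125887884 and across a TSS (fold enrichment 15.3), 886 bp upstream of FSCN1 on chromosome 7 (5591431 to 5591930, 13.5), at the TSS of GSPT1 on chromosome 16 (11915847 to 11916346, 13.0), and at the TSS of a lncRNA gene known by identifier only, ENSG00000289170 on chromosome 5 (172772316 to 172772815, 16.1). All 5 had an overlapping Asynch peak. Those at H2AFX, HYLS1, GSPT1 and the lncRNA gene also had a G1 peak. The G1 peak nearest to the TSSs of FSCN1 lay elsewhere, from 5595112 to 5595611. Supplementary Table 2 of the paper lists H2AFX, HYLS1, FSCN1 and GSPT1 among the occupied genes. Each of these peaks is named by the gene with the nearest TSS, and any other gene with a TSS within 5000 bp is not named here.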

**Figure 4:**
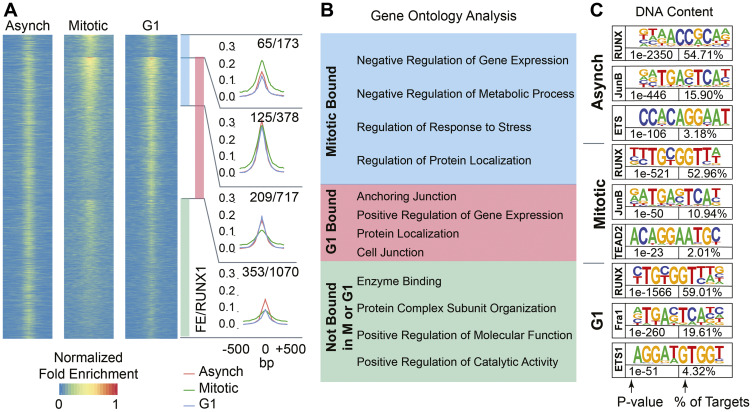
RUNX1 occupies protein coding genes and long non-coding RNAs across asynchronous, mitotic, and G1 populations of MCF10A breast epithelial cells. (**A**) Heatmaps showing peaks called between A, M, and G1 MCF10A cells (left, middle, and right, respectively). Cumulative occupancy of RUNX1 is shown as line graphs and genes that occupied by RUNX1 in each of the three cell populations are shown. Shown also are genes that are deregulated upon RUNX1 downregulation. For example, 1070 genes are bound by RUNX1 in cells that are neither in M nor G1 cells (green bar graph) and of those, 353 genes are deregulated upon RUNX1 downregulation. (**B**) Gene ontology analysis of RUNX1-bound genes identifies key regulatory pathways in the three cell populations. (**C**) Motif analysis of A, M, and G1 MCF10A cells reveals RUNX motif as one of the top motifs in all cell populations. Binding sites for key transcription factors that are known to cooperate with RUNX1 are also identified.

Functional relevance of RUNX1 occupancy in the three cell populations was determined by comparing RUNX1-occupied genes with those that are differentially regulated upon shRNA-mediated RUNX1 knockdown [48]. Of the 1070 genes occupied by RUNX1 in cell populations not in G1 or M phases, 353 genes were deregulated upon RUNX1 depletion (Figure 4A). Importantly, RUNX1 depletion deregulated 399 of 1268 RUNX1-bound genes in the M and early G1 populations, indicating a rapid and dynamic mode of transcriptional regulation as cells transition from mitosis into the next cell cycle. These findings, for the first time, reveal that several hundred target genes are bookmarked by RUNX1 during mitosis and transcriptionally regulated in normal mammary epithelial cells.

To identify cellular processes and pathways that are comprised of RUNX1-bookmarked genes, we performed gene set enrichment analysis (GSEA) on genes bound by RUNX1 during mitosis or G1, or not bound in either cell cycle stage (Figure 4B). Interestingly, most genes bookmarked by RUNX1 during mitosis were associated with negative regulation of gene expression and metabolic process (Figure 4B, blue box). Consistent with a cellular requirement to reattach and enter the next cell cycle and fully resume transcription, genes bound during early G1 were primarily enriched in biological processes involving cell anchorage, protein localization and positive regulation of gene expression (Figure 4B, red box). ChIP-seq results were further validated by motif analysis of RUNX1-bound peaks, which showed that the RUNX motif was the most enriched motif in all three cell populations (Figure 4C). 

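The sequence within 100 bp of each peak's centre was searched on both strands of GRCh38 for the RUNX core site TGYGGT, in which Y stands for C or T. The site was found at 3529 of 4498 Asynch peaks (78.5%, 95% Wilson interval 77.2 to 79.6), 688 of 795 Mitotic peaks (86.5%, 84.0 to 88.7) and 1985 of 2386 G1 peaks (83.2%, 81.6 to 84.6). Windows of equal size centred 1000 bp to each side of the peaks held it in 15.9%, 14.2% and 16.3% of cases. The alternative that moved these shares most was the search for TGTGGT alone, which gave 55.0% in Asynch, 41.3% in Mitotic and 57.1% in G1. Peaks on the ribosomal DNA repeat were not searched.

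**Figure D2:**
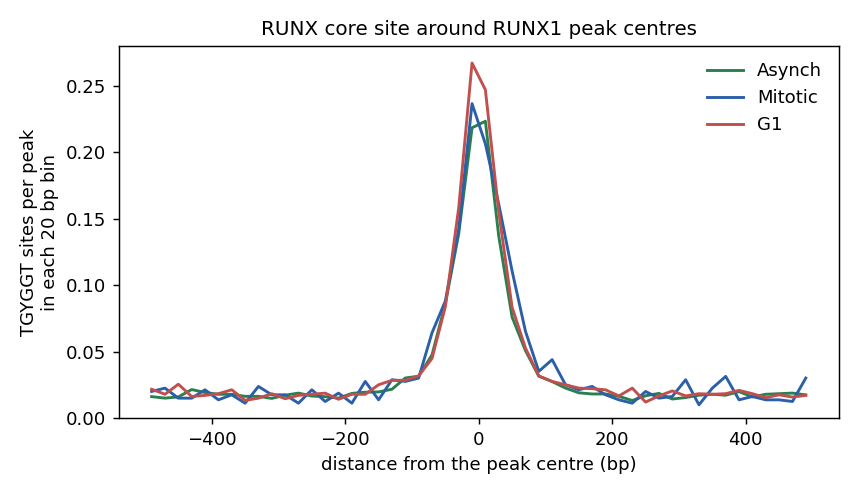
Number of TGYGGT sites per peak in bins of 20 bp (y axis) against the distance from the peak centre in bp (x axis), for the Asynch, Mitotic and G1 lists. In each list the sites pile up at the centre and become fewer with distance from it.

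Without a motif library, all 6-mers (reverse complements merged) were ranked by the difference between their share of central and of flanking windows. A form of the RUNX core ranked 1 in every population, but the form differed, and taking the better of both forms as the rank of the core was decided after these ranks were seen. TGTGGT ranked 1 in Asynch and G1, with TGCGGT at rank 4 and 3. In Mitotic, TGCGGT ranked 1 and TGTGGT ranked 4. The change of leading form between populations was not seen when 6-mers were ranked by ratio of the shares instead. TGCGGT then ranked 1 in Asynch and Mitotic and 2 in G1, and TGTGGT was outside the first 4 in each list. TGCGGT was present at 30.0% of Asynch peaks (28.6 to 31.3), 56.0% of Mitotic peaks (52.5 to 59.4) and 35.6% of G1 peaks (33.7 to 37.5). The Mitotic interval lies above both others. Within 1000 bp of a TSS, TGCGGT led in every list (Mitotic 72.3% against 26.4%, Asynch 45.8% against 33.9%, G1 51.6% against 37.7%). Farther away, TGTGGT led in every list (Mitotic 55.1% against 40.8%, Asynch 64.4% against 23.0%, G1 65.7% against 28.4%). The leading form thus followed closeness to a TSS, while the Mitotic list had the largest TGCGGT share in both classes.

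**Figure D3:**
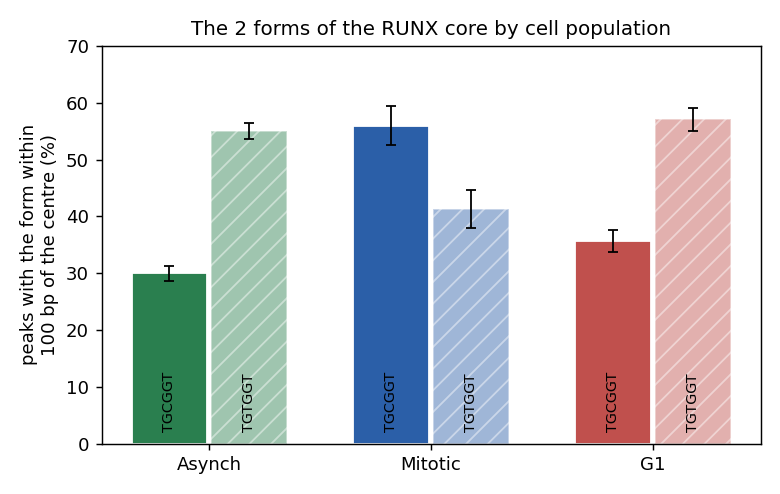
Share of peaks (y axis, percent) with TGCGGT (solid bars) and TGTGGT (hatched bars) within 100 bp of the peak centre in Asynch, Mitotic and G1, with 95% Wilson intervals as error bars. TGCGGT is the more common form in Mitotic (56.0% against 41.3%) and the less common one in Asynch (30.0% against 55.0%) and G1 (35.6% against 57.1%).

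Among Mitotic peaks, the site was present at 610 of 664 peaks that overlapped an Asynch or G1 peak (91.9%, 89.5 to 93.7) and at 78 of the 131 that overlapped neither (59.5%, 51.0 to 67.6), against 13.7% (10.1 to 18.4) in the flanks of the latter.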

Importantly, RUNX1-bound genomic regions were also enriched in motifs for transcription factors (e.g., Fra1, JunB, ETS) known to cooperate with RUNX1 for gene regulation [97] (Figure 4C). Together, these findings show that RUNX1 occupies genes involved in cell proliferation, growth, and phenotype during mitosis in normal mammary epithelial cells and suggest that mitotic gene bookmarking is a key mechanism by which RUNX1 sustains the mammary epithelial cell identity.

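Sites of these factors were counted in the same windows by their core sequences. The AP-1 site TGASTCA (S for C or G), which Fra1 and JunB bind, was present at 21.2% of Asynch peaks (95% Wilson interval 20.0 to 22.4), 15.8% of Mitotic peaks (13.5 to 18.6) and 24.2% of G1 peaks (22.5 to 25.9), against 3.58%, 3.65% and 3.27% of their flanking windows. The Mitotic share lies below both others. When only peaks of −log10 p of at least 10 were kept, its interval (15.4 to 23.0) overlapped that of Asynch (21.2 to 23.9). It still lay below that of G1 (23.5 to 27.3). In windows of 50 bp to each side, the Mitotic interval (7.14 to 11.1) lay below those of Asynch (12.8 to 14.8) and G1 (12.9 to 15.7). The ETS core MGGAAGT (M for A or C) was present at 10.4% (9.57 to 11.4), 10.2% (8.27 to 12.5) and 10.4% (9.23 to 11.7) of the Asynch, Mitotic and G1 peaks, shares that cannot be separated, and in 4.62%, 4.40% and 4.44% of the flanks. For TEAD, the core GGAATG was present at 18.1% of Asynch peaks (17.0 to 19.2) and 17.1% of G1 peaks (15.6 to 18.7), against 10.8% (10.2 to 11.5) and 10.3% (9.48 to 11.2) of their flanks. In Mitotic the share was 14.2% (12.0 to 16.8) and overlaps that of the flanks, 11.8% (10.3 to 13.4), so the Mitotic peaks could not be separated from their flanks by this core.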

### RUNX1-CBFβ complex transcriptionally regulates RNA Pol I-transcribed ribosomal RNA genes and impacts global protein synthesis

Our ChIP-Seq results revealed that RUNX1 occupies rDNA repeats in MCF10A mammary epithelial cells; all three MCF10A cell populations (Asynch, Mitotic, and G1) exhibited significant fold enrichment within the promoter region of hrDNA (Figure 5A), suggesting a potential role for RUNX1 in regulating rRNA genes in MCF10A cells. 

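On the ribosomal DNA repeat that the authors appended to hg38, the lists hold 8 peaks in Asynch, 4 in Mitotic and 10 in G1. All of these have a −log10 p of at least 10, and the peak with the highest −log10 p of each list is on the repeat. By fold enrichment, the same peaks rank only 206 of 4506 in Asynch, 561 of 799 in Mitotic and 138 of 2396 in G1. In positions of the appended sequence, the Mitotic peaks lie from 160 to 659 (fold enrichment 7.41), 1788 to 2287 (5.19), 2446 to 2945 (5.89) and 5884 to 6383 (4.79). The G1 list has an overlapping peak at each of these places, and the Asynch list has one at the last pair, from 2435 to 2934 and from 5887 to 6386. The Asynch peak closest to the left end lies from 956 to 1455 (15.1). In Asynch, the peak of highest −log10 p lies from 9741 to 10240, where G1 has its own highest peak, from 9755 to 10254, and Mitotic has none. The peak from 41832 to 42331 is found in Asynch only (4.41). Reads from the many copies of the repeat collapse onto the one appended sequence, so these peaks stand for all copies together.

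**Figure D4:**
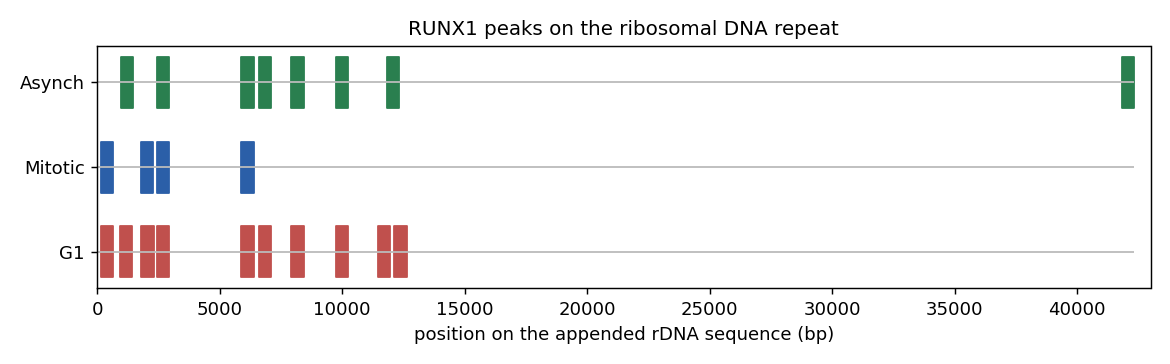
Positions in bp (x axis) of the peaks on the appended ribosomal DNA sequence in the Asynch, Mitotic and G1 lists, each drawn as a bar 500 bp wide; the grey line runs to the end of the last peak and bar height carries no value. The 4 Mitotic peaks lie within the left part of the repeat, between 160 and 6383.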

We confirmed this finding in actively proliferating MCF10A cells by immunofluorescence microscopy for antibodies specific against RUNX1 and upstream binding factor (UBF), a transcriptional activator that remains bound to rRNA genes during mitosis [98]. We observed that, in interphase, RUNX1 colocalization with UBF is primarily confined to the periphery of nucleoli. Interestingly, we found that large RUNX1 foci colocalized with UBF throughout each stage of mitosis (Figure 5B and Supplementary Figure 5). This colocalization between RUNX1 and UBF was validated by confocal microscopy; line scans of MCF10A cells show that although RUNX1 and UBF occupy distinct nuclear microenvironments in interphase (*n* = 15), both proteins substantially colocalize in metaphase (*n* = 15) (Supplementary Figure 5). Taken together, these findings establish RUNX1 binding to ribosomal DNA repeat regions by ChIP-Seq (Figure 5A) with confirmation at the cellular level by confocal microscopy (Figure 5B and Supplementary Figure 5).

**Figure 5:**
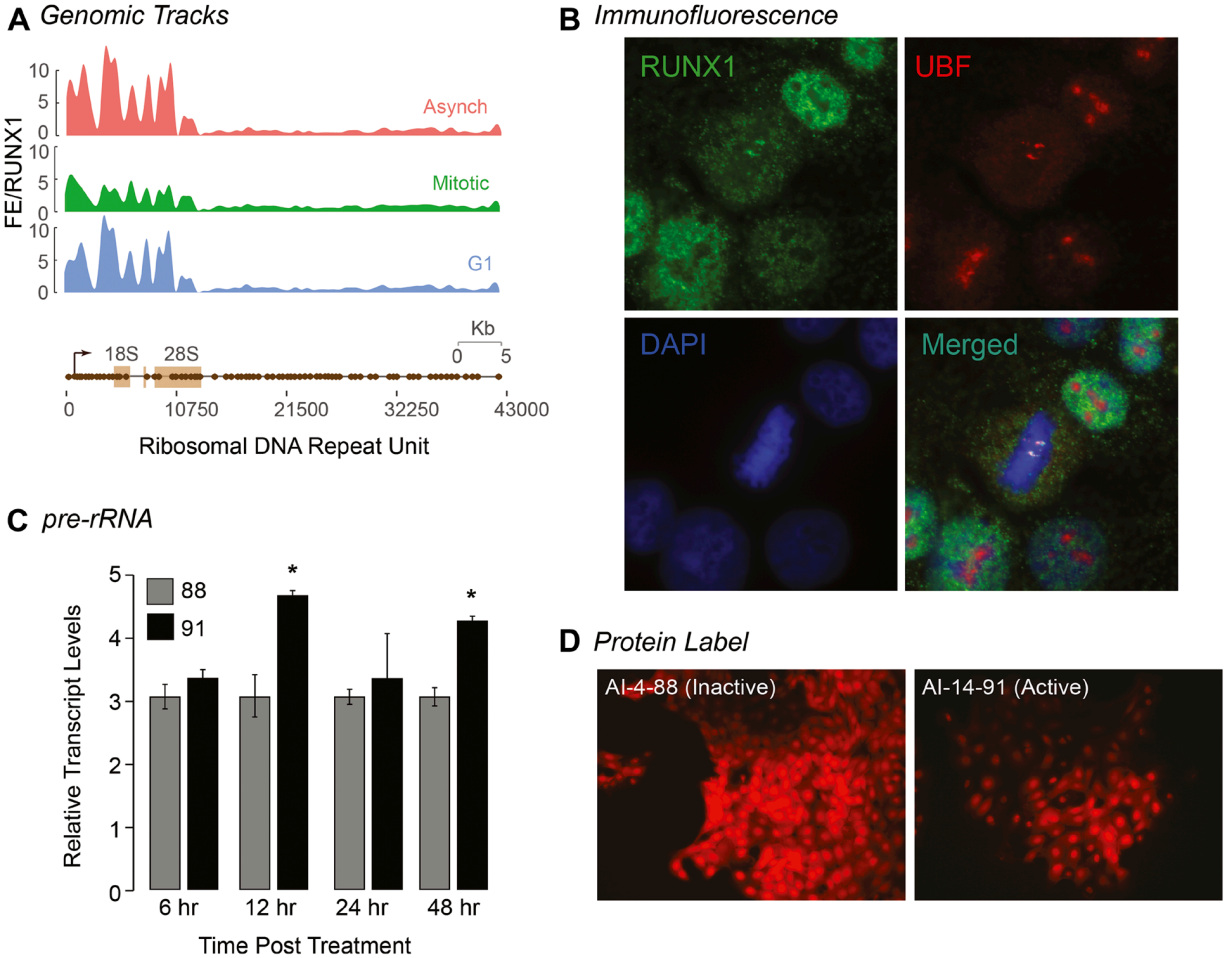
RUNX1 occupies rDNA promoter repeat regions in interphase and during mitosis and affects both pre-rRNA and global protein expression. (**A**) ChIP-Seq tracks of A, M, and G1 (top, middle, bottom, respectively) MCF10A cells mapped against rDNA repeat regions. (**B**) A representative metaphase MCF10A cell, stained for RUNX1 (green) and UBF1 (red) localization, is shown demonstrating that the two proteins colocalize during mitosis (merged). Cells are also counter stained with DAPI to visualize DNA (blue) and identify mitosis substages. (**C**) qRT-PCR data of pre-rRNA in actively proliferating MCF10A cells treated with either active (AI-14-91) or inactive (AI-4-88) compounds for 6, 12, 24, or 48 hrs. Expression of pre-rRNA was normalized relative to Beta Actin expression. Graph represents three independent biological replicates. Asterisks represents a *p* value of < 0.05. (**D**) Representative fluorescence microscopy images of global protein synthesis from MCF10A cells treated with either AI-4-88 (left) or AI-14-91 (right) for 24 hr at 20 μM (*n* = 3). Intensity of red fluorescence at 580 nm emission indicates nascent protein synthesis. All images were taken with 1000 ms exposures.

We have previously shown that CBFβ is associated with ribosomal RNA genes during mitosis in leukemia cells during mitosis [99]. We experimentally addressed the hypothesis that RUNX1-CBFβ regulates ribosomal RNA gene expression by using the AI-14-91 small molecule inhibitor. We examined the effect of RUNX1-CBFβ inhibitor on pre-rRNA expression and found that pre-rRNA expression was significantly increased at 12 hr and 48 hr time points after treatment of asynchronous cells with the AI-14-91 specific inhibitor but not the control inactive compound AI-4-88, indicating that RUNX1 suppresses rRNA gene expression in normal mammary epithelial cells (Figure 5C). Because levels of rRNA directly correlate with global protein synthesis, a fluorescent-based detection method was used to measure newly synthesized proteins. Cells treated with AI-14-91 for 24 hr or 48 hr showed a moderate change in levels of global protein synthesis in comparison to AI-4-88 control-treated cells under identical conditions (*n* = 3; Figure 5D). Together, our results demonstrate that the RUNX1-CBFβ interaction is critical for rRNA gene expression and global protein synthesis. Additionally, RUNX1 occupies RNA Pol I regulated rRNA genes during interphase and bookmarks them during mitosis which may act to transcriptionally repress them.

### RUNX1-CBFβ complex is a key regulator of the epithelial transcriptome associated with hormone-responsiveness and mammary cell identity

Using RUNX1 occupied genes in mitosis and early G1, GSEA was performed to identify regulatory pathways (Figure 6A). In agreement with known roles of RUNX1 [100–104], the top 10 pathways identified included those involved in regulation of G2M Checkpoint, E2F targets, p53, and DNA repair (Figure 6A). Consistent with our finding that RUNX1 bookmarks and regulates rRNA genes, one of the pathways identified is mTOR signaling, a pathway that is required for cell growth and is a therapeutic target in breast cancers [105, 106]. Relevant to the normal mammary epithelial phenotype, both early and late estrogen responsive gene sets significantly overlap with RUNX1 mitotically bookmarked genes (Figure 6A). Because estrogen plays vital roles in promoting proliferative phenotypes of mammary epithelial cells [107–109], we interrogated RUNX1 bookmarked genes to identify those bound by RUNX1 and ERα in MCF7 cells, where RUNX1 contributes to higher order genome organization (Figure 6B) [110, 111]. Using publicly available datasets of ERα genome-wide occupancy and estradiol-regulated gene expression (GSE40129) [112], we discovered that a subset of genes mitotically bookmarked by RUNX1 is also bound by ERα, and either up or down regulated in response to estradiol. These findings indicate that RUNX1-occupied genes are involved in pathways that control hormone-responsiveness, proliferation and growth of normal mammary epithelial cells (Figure 6B).

**Figure 6:**
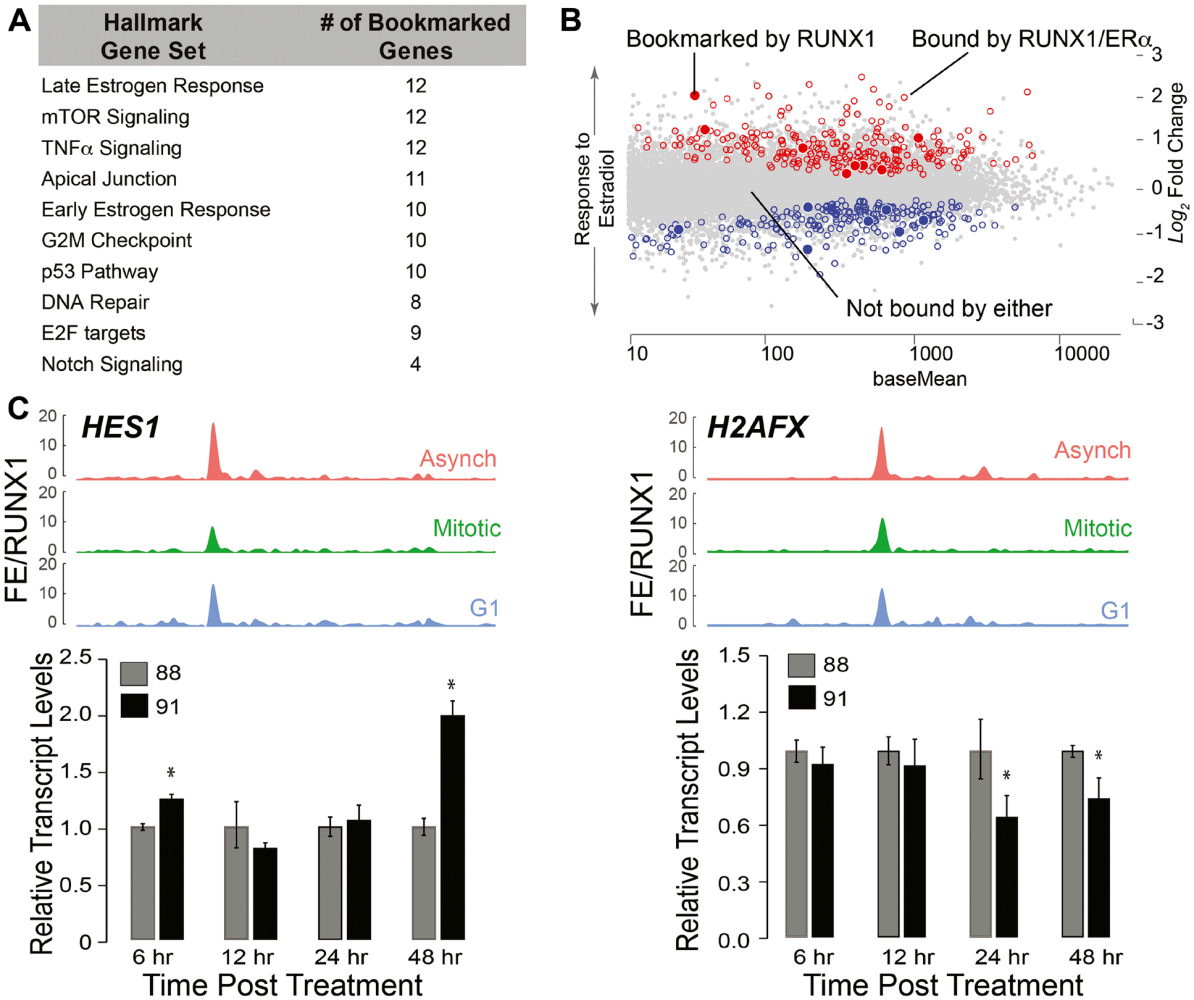
RUNX1-CBFβ complex is a key regulator of the epithelial transcriptome associated with hormone-responsiveness and mammary cell identity. (**A**) Gene Set Enrichment (GSE) analysis from interrogating mitotically bookmarked genes (i.e., RUNX1 mitotically occupied) against Hallmark Gene sets from Molecular Signatures Database (MSigDB). The top 10 most significantly overlapping gene sets are shown from top to bottom. (**B**) Scatter plot of genes identified to be up or down regulated in response to estradiol treatment, that are also bound by estrogen receptor α (ERα) and RUNX1 (empty circles, blue for downregulated and red for upregulated). Scatter plot also illustrates up or down regulated genes in response to estradiol treatment that are bound by ERα and mitotically bookmarked by RUNX1 (filled in circles, blue for downregulated and red for upregulated). (**C**) Top panel: ChIP-Seq tracks of *HES1* (left) and *H2AFX* (right) from asynchronous (top-red), mitotic (middle-green), and G1 (bottom-blue). Bottom panel: qRT-PCR data of *HES1* (left) and *H2AFX* (right) in asynchronous MCF10A cells treated with either active (AI-14-91) or inactive (AI-4-88) inhibitors for 6 hr, 12 hr, 24 hr, and 48 hr at 20 μM. Expression of target genes were normalized relative to beta actin.

We identified a novel subset of genes that are bookmarked by RUNX1 and relate to regulatory pathways involved in cellular phenotype including TNFα, Apical Junction and Notch signaling (Figure 6A). Furthermore, NEAT1 and MALAT1, lncRNAs often deregulated in breast cancer [113, 114], were also occupied by RUNX1 both in interphase and mitosis. 

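NEAT1 (ENSG00000245532.11) is annotated on chromosome 11 of GRCh38 from 65422774 to 65445540, on the plus strand. All 3 lists have a peak upstream of it, from 65418684 to 65419183 in Asynch (fold enrichment 11.9), 65418710 to 65419209 in Mitotic (5.98) and 65418610 to 65419109 in G1 (10.7). Their edges lie 3591, 3565 and 3665 bp from the TSS, so none is in reach under a limit of 1000 bp. Each contains the RUNX core TGTGGT from 65418922 to 65418927. MALAT1 (ENSG00000251562.11) follows on the same chromosome and strand, from 65497640 to 65508073. Its peaks lie downstream of the gene start, with their centres inside exon 1 of ENST00000534336.3. They cover a TSS at 65499038, in a gene with 66 annotated transcripts. The peaks run from 65498814 to 65499313 in Asynch (9.60), 65498753 to 65499252 in Mitotic (6.73) and 65498786 to 65499285 in G1 (6.91). They share a TGCGGT core from 65499039 to 65499044, in the reference sequence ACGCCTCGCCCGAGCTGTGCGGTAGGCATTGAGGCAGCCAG (65499022 to 65499062). A peak's fold enrichment is comparable only with other peaks of its own list: the Mitotic peaks at NEAT1 and MALAT1 were at the 59.4 and 76.7 percentile of the Mitotic list, the Asynch peaks at the 85.7 and 72.6 percentile of the Asynch list, and the G1 peaks at the 84.1 and 39.1 percentile of the G1 list.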

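At TOP2A, on chromosome 17 of GRCh38 (40388525 to 40417896, minus strand), peaks cover the TSS, with their centres in exon 1 of ENST00000581055.1. They run from 40417413 to 40417912 in Asynch (fold enrichment 7.91) and from 40417434 to 40417933 in Mitotic (7.26). The nearest G1 peak is 68071 bp from a TSS of the gene. At RRAS, on chromosome 19 (49635292 to 49640143, minus strand), peaks lie upstream, from 49641768 to 49642267 in Asynch (7.56) and from 49641745 to 49642244 in Mitotic (5.57), and the nearest G1 peak is 236193 bp away. At MYC, on chromosome 8 (127735434 to 127742951, plus strand), the Asynch and Mitotic peaks are at different places. The Asynch peak lies upstream, from 127734016 to 127734515 (6.19), without a RUNX core within 100 bp of its centre, and the Mitotic peak lies inside the gene, over exon 2 of ENST00000621592.8, from 127738231 to 127738730 (5.98), with a TGCGGT core from 127738487 to 127738492. Both positions are also within the gene CASC11. The nearest G1 peak to MYC is 173552 bp away. At CCND3, on chromosome 6 (41934934 to 42050357, minus strand), Asynch has a peak in an intron from 41939297 to 41939796 (7.51), and another intronic peak is shared by the 3 lists, from 42045586 to 42046085 in Asynch (11.7), 42045645 to 42046144 in Mitotic (5.61) and 42045616 to 42046115 in G1 (5.64). The Mitotic peak there has a −log10 p of 9.43 and the G1 peak 9.85, so neither passes the stricter limit of 10.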

Of the 413 RUNX1 bookmarked protein coding genes, *TOP2A*, *MYC*, *HES1*, *RRAS*, *H2AFX*, and *CCND3* are representative of RNA Pol II-transcribed genes involved in phenotype maintenance and cell fate decisions (See Supplementary Table 2 for complete list). Recently, *HES1* and *H2AFX* have been identified as regulators of breast epithelial phenotype [115–117]. 

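HES1 (ENSG00000114315.4) lies on chromosome 3 of GRCh38 from 194136148 to 194138732, on the plus strand. Upstream of its TSS, a peak was called from 194134333 to 194134832 in Asynch (fold enrichment 14.6, −log10 p 34.1), and from 194134276 to 194134775 in both Mitotic (7.10, 13.5) and G1 (8.53, 16.4). G1 has a further peak closer to the TSS, from 194134887 to 194135386 (8.96, 17.6). The shared peaks contain a TGCGGT core from 194134509 to 194134514, in the reference sequence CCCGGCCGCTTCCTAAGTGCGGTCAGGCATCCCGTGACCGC (194134492 to 194134532). H2AFX (ENSG00000188486.4, named H2AX in the annotation) lies on chromosome 11 from 119093874 to 119095465, on the minus strand. A peak covers its TSS in all 3 lists, from 119095315 to 119095814 in Asynch (14.6, 34.1) and Mitotic (12.0, 29.0), and from 119095297 to 119095796 in G1 (11.1, 23.8). It holds a TGCGGT core from 119095564 to 119095569, just upstream of the TSS, in the sequence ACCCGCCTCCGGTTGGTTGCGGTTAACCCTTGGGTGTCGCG (119095547 to 119095587). Within each list, the H2AFX peak was at the 93.1 percentile by fold enrichment in Asynch, 99.4 in Mitotic and 86.5 in G1, and the HES1 peak with the TGCGGT core was at the 93.1, 81.8 and 66.9 percentile.

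**Figure D5:**
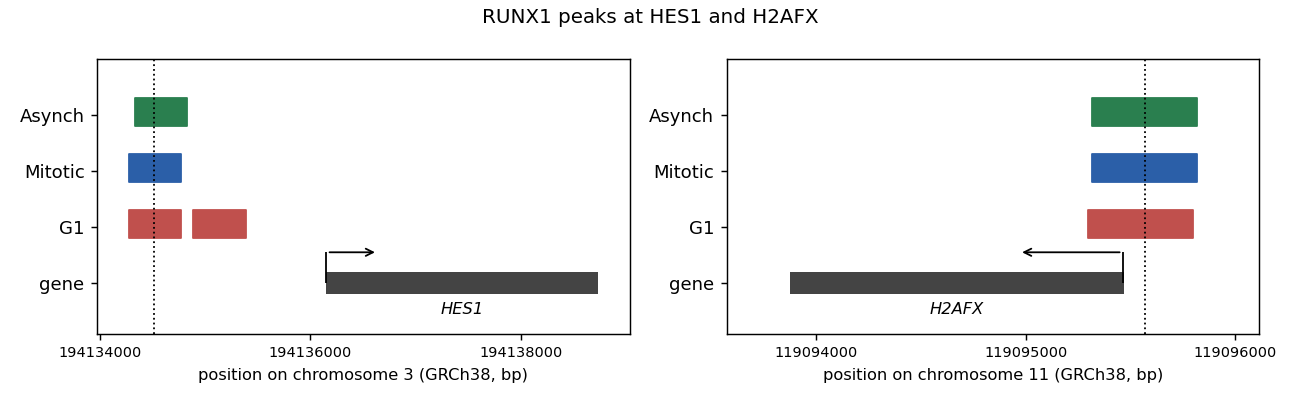
Positions in bp (x axis) of the Asynch, Mitotic and G1 peaks at HES1 and H2AFX, drawn to scale above the gene (dark bar; the arrow marks the TSS and the direction of transcription). The dotted line marks the TGCGGT core, at 194134509 for HES1 and 119095564 for H2AFX, which lies inside a peak of each list.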

In our ChIP-seq dataset, *HES1* and *H2AFX* show significant fold enrichment of RUNX1 occupancy among the three populations of MCF10A cells (Figure 6C, top panels). Expression of *HES1* increased upon inhibition of the RUNX1-CBFβ complex (Figure 6C: left panel, bar graph), indicating that RUNX1 represses *HES1*. In contrast, *H2AFX* expression at 24 hr and 48 hr of inhibitor treatment was decreased, suggesting RUNX1 activates H2AFX expression (Figure 6C: right panel, bar graph). These results show that RUNX1 occupies both protein coding and non-coding genes and establish that the activity of the RUNX1-CBFβ complex is a potential mechanism to stabilize the mammary epithelial phenotype.

## DISCUSSION

This study establishes that pharmacological inhibition of the RUNX1-CBFβ complex causes transition of mammary epithelial cells to a mesenchymal phenotype, indicating that transcriptional regulation of target genes by the RUNX1-CBFβ complex is required to maintain the normal breast epithelial phenotype. Importantly, retention of RUNX1 on mitotic chromosomes and occupancy of target genes suggests that mitotic gene bookmarking is a potential epigenetic mechanism for coordinate regulation of RNA Pol I- and II-transcribed genes that are critical for mammary epithelial proliferation, growth, and phenotype maintenance.

Our findings are the first to examine RUNX1 occupancy of target genes during interphase and in mitosis in mammary epithelial cells and to report that RUNX1 coordinately controls cell growth-related ribosomal RNA (rRNA) genes and a large subset of cell proliferation/phenotype-related genes in these cells. One target gene of interest is hairy and enhancer of split-1 (*HES1*). Hes1 is a transcription factor that represses genes involved in cellular development and is regulated primarily by NOTCH signaling, one of our top ten overlapping hallmark gene sets occupied by RUNX1 in interphase and bookmarked in mitosis (Figure 6) [118, 119]. HES1 was recently shown to have a prominent role in proliferation and invasion of breast cancer cells, and its silencing led to downregulation of p-Akt signaling and ultimately prevented EMT [115]. Our findings indicate that the RUNX1-CBFβ complex stabilizes the normal mammary epithelial phenotype, in part, by RUNX1 bookmarking of the *HES1* gene and suppression of its expression by the RUNX1-CBFβ complex.

Another important RNA Pol II-transcribed gene mitotically bookmarked by RUNX1 and critical for maintaining cellular phenotype is histone variant H2AFX (*H2AFX*). Silencing *H2AFX* in breast epithelial cells leads to induction of EMT through activation of *SNAIL2/SLUG* and *TWIST1* [117]. Upon inhibition of the RUNX1-CBFβ interaction, we find a decrease in *H2AFX* expression and a concomitant, significant increase in SNAIL2/SLUG expression (preliminary data not shown). These data identify RUNX1 as a novel upstream regulator of *H2AFX* expression; RUNX1 bookmarking and activation of H2AFX and subsequent suppression of *SNAIL2/SLUG* prevents EMT in breast epithelial cells.

Several groups have shown that RUNX1 interacts with ERα at both enhancer regions and transcriptional start sites (TSSs) for regulation of specific genes [43, 110]. Our ChIP-Seq results, coupled with publicly available data sets, reveal a novel observation: In addition to previously reported RUNX1-ERα co-occupancy of genes critical for epithelial cell identity, RUNX1 bookmarks a subset of ERα-occupied, hormone-responsive genes during mitosis and this bookmarking may be critical for maintenance of the breast epithelial phenotype. It is important to note that MCF10A cells, used in this study, are considered ERα-low, limiting broader biological significance of our findings. Future studies, focused on mitosis specific RUNX1 and/or ERα depletion followed by nascent transcriptomic analyses in estrogen receptor positive mammary epithelial and breast cancer cells, will be required to investigate mechanistic significance of this observation.

Our study establishes that inhibition of RUNX1 DNA binding through pharmacological disruption of the RUNX1-CBFβ interaction specifically elicits an epithelial-to-mesenchymal transition that accompanies changes in critical genes and pathways involved in EMT. Recent findings have identified a non-canonical, post-transcriptional role for CBFβ in mammary epithelial cells [26]. Our results indicate that, in addition to post-transcriptional regulation of gene expression, CBFβ plays important roles in transcriptional activity of DNA binding members of the RUNX family. Although unlikely, it should be noted that the pharmacological inhibitor used in our study may also impact non-canonical functions of CBFβ. Furthermore, the inhibitor will disrupt interaction of CBFβ with any RUNX family member expressed in breast epithelial cells. Because low levels of RUNX2 are detected in some breast epithelial cells, it will be important to further examine the individual contributions of CBFβ interaction with each of the RUNX proteins expressed in mammary epithelial cells. Future studies using precision genome editing will be valuable to address this question of mechanistic importance. Notably, our findings suggest that mitotic gene bookmarking by RUNX1 may contribute to regulation of the mammary epithelial phenotype by regulating target genes critical for cell proliferation, growth and phenotype. Because RUNX1 interacts with multiple co-activators and co-repressors, additional in-depth studies are required to determine contributions of RUNX1 co-regulatory proteins to mitotic gene bookmarking.

Another novel contribution of the current study is mitotic occupancy of lncRNAs by a transcription factor. RUNX1 was recently shown to regulate lncRNAs NEAT1 and MALAT1 [111, 113], which have critical roles in the onset and progression of breast cancer [114]. Our findings confirm these studies and further show that, in addition to occupying protein coding genes, RUNX1 bookmarks several lncRNAs for post-mitotic regulation. Mechanistically, it will be interesting to determine if RUNX1-bookmarked lncRNAs have G1-specific roles in maintaining the normal mammary epithelial phenotype and/or in the onset and progression of breast cancer.

In summary, this study shows that RUNX1 occupies RNA Pol I- and II-transcribed genes in interphase and during mitosis for potential regulation of normal mammary epithelial proliferation, growth, and phenotype. Disruption of RUNX1 DNA binding by interfering with the RUNX1-CBFβ interaction leads to the epithelial-to-mesenchymal transition, a key event in breast cancer onset. Our observation of RUNX1 retention on mitotic chromosomes at target genes involved in cell lineage determination and global protein synthesis implicates RUNX1 mitotic gene bookmarking as a potential epigenetic mechanism to physiologically sustain the mammary epithelial phenotype.

## MATERIALS AND METHODS

### Cell culture techniques

Breast epithelial (MCF10A) cells were cultured in DMEM/F-12 50/50 mixture (Corning™, Corning, NY, USA). Culturing media was also supplemented with horse serum to 5% (GIBCO, Grand Island, NY, USA), human insulin to 10 μg/mL (Sigma Aldrich, St. Louis, MO, USA), human epidermal growth factor to 20 ng/mL (PeproTech, Rocky Hill, NJ, USA), cholera toxin to 100 ng/mL (Thomas Scientific, Swedesboro, NJ, USA), hydrocortisone to 500 ng/mL (Sigma Aldrich, St. Louis, MO, USA), Penicillin-Streptomycin to 100 U/mL (Thermo Fisher Scientific, Asheville, NC, USA), and L-Glutamine to 2 mM (Thermo Fisher Scientific, Asheville, NC, USA).

For mitotic arrest of parental MCF10A cells, culturing media was supplemented with 50 ng/mL of Nocodazole (Sigma Aldrich, St. Louis, MO, USA) and incubated with cells for 16 hrs. Supplementing culturing media with equivalent volumes of DMSO (Sigma Aldrich, St. Louis, MO, USA) served as a control. DMSO-treated and mitotically arrested populations of MCF10A cells were harvested following the 16 hr incubation. For G1 (released from mitotic arrest) populations of MCF10A cells, the nocodazole-supplemented media was replaced with normal media and cells were incubated for 3 hrs, after which the released cell population was harvested for subsequent analyses that include western blotting, qPCR, FACS, and ChIP-seq.

### Western blot analyses

Protein lysates were prepared by incubating cells in RIPA buffer on ice for 30 min, followed by sonication using Q700 Sonicator (QSonica, Newtown, CT, USA). Proteins were resolved by SDS-PAGE and transferred to PVDF membrane using standard protocols. Following primary antibodies were used at a 1:1000 dilution (except Lamin B, which was used at 1:2000 dilution) in this study: UBF (sc-13125, Santa Cruz Biotechnology, Dallas, TX, USA); RUNX1 (4334S, Cell Signaling Technologies, Danvers, MA, USA); Cyclin B (4138S, Cell Signaling Technologies, Danvers, MA, USA); Beta-Actin (3700S, Cell Signaling Technologies, Danvers, MA, USA), and CDT1 (ab70829, AbCam, Cambridge, UK); Lamin B1 (ab16048, AbCam, Cambridge, UK). Horseradish peroxidase conjugated secondary antibodies used in this studies were: goat anti-mouse IgG at 1:5000 dilution (31460, Invitrogen, Carlsbad, CA, USA), goat anti-rabbit IgG HRP conjugated (31430, Thermo Fisher Scientific, Asheville, NC, USA) at 1:1000, 1:2000, or 1:5000 dilutions. Blots were developed using Clarity Western ECL Substrate (Bio-Rad, Hercules, CA, USA) and imaged using Molecular Imager^®^ Chemi doc™ XRS+ Imaging System (Bio-Rad, Hercules, CA, USA) aided by Image Lab Software Version 5.1 (Bio-Rad, Hercules, CA, USA).

### Confocal microscopy, image acquisition, processing, and analyses

MCF10A cells were plated on gelatin-coated coverslips in 6-well plates at 175,000 cells/mL and processed for immunofluorescence 24 hrs after plating using standard protocol. Briefly, cells were washed twice with sterile-filtered PBS on ice and cell were fixed in 1% MeOH-free Formaldehyde in PBS for 10 min. After permeabilization in 0.25% Triton X-100-PBS solution, cells were sequentially incubated with primary and Alexa fluorophore conjugated secondary antibodies for 1 hr each at 37°C in a humidified chamber with extensive washes after each incubation. Primary antibodies used were: RUNX1 at 1:10 dilution (4334S, Cell Signaling Technologies, Danvers, MA, USA), and Upstream Binding Transcription Factor (UBF) at 1:200 dilution (F-9 sc-13125, Santa Cruz Biotechnology, Dallas, TX, USA). Secondary antibodies used were goat anti-rabbit IgG conjugated with Alexa Fluor 488 (A-11070, Life Technologies, Carlsbad, CA, USA) and goat anti-mouse IgG conjugated with Alexa Fluor 594 (A-11005, Life Technologies, Carlsbad, CA, USA) diluted 1:800. Cells were counterstained with DAPI to visualize DNA and coverslips were mounted onto slides in ProLong Gold Antifade Mountant (Thermo Fisher Scientific, Asheville, NC, USA). Images were captured using a Zeiss Axio Imager. Z2 fluorescent microscope and Hamamatsu ORCA-R2 C10600 digital camera. Images were processed using ZEN 2012 software.

To examine mitotic localization of RUNX1 in unfixed cells, an expression plasmid containing RUNX1-EGFP was introduced using either nucleofection or Lipofectamine 3000 transfection reagent in actively proliferating MCF10A cells grown on gelatin-coated coverslips. After 16 hours of nucleofection, cells were washed once with 1× PBS and stained with Hoechst dye to visualized DNA. Coverslips were mounted using the ProLong Gold Antifade Mountant and subjected to confocal microscopy.

Cells were initially imaged with a Zeiss LSM 510 META confocal laser scanning microscope (Carl Zeiss Microscopy, LLC., Thornwood, NY, USA). The DAPI signal was excited with a 405 nm laser and collected with a 425–475 nm band pass filter, Alexa 488 was excited with a 488 nm laser and collected with a 500–550 nm band pass filter, and Alexa 568 with a 561 nm laser and collected with a 570–620 nm band pass filter. Images were captured with a Plan-Fluor 40× (1.3 NA) objective lens. The confocal pinhole was initially set to 1.2 Airy Unit diameter for the 561 nm excitation giving an optical section thickness of 0.41 μm. Images were acquired at 12-bit data depth, and all settings, including laser power, amplifier gain, and amplifier offset were established using a look up table to provide an optimal gray-scale intensities. All images were acquired using matching imaging parameters. The acquired images were subjected to colocalization analysis via Volocity version 6.3.0 (Perkin Elmer, Waltham, MA, USA). At least 15 interphase and 15 metaphase cells were identified in captured images and appropriate thresholds were manually determined to eliminate background fluorescence for calculating Pearsons and Manders correlation coefficients between RUNX1 and UBF.

To ensure the specificity of our observations, additional samples were imaged with a Nikon A1R-ER laser scanning confocal microscope (Nikon, Melville, NY, USA). Images were acquired with the galvano scanner at a frame size of 1024 × 1024 pixels with an Apo TIRF 60× objective lens (N.A. 1.49) zoom of 2 and 1.2 Airy Unit pinhole setting. Images were also viewed in NIS Elements version 5.02.01 and analyzed using the line profiling tool. Overlaying DAPI, RUNX1, and UBF fluorescent intensities from individual channels along the line profile revealed overlapping peak intensities between the RUNX1 and UBF channels, thus indicating colocalization.

### RNA isolation, cDNA synthesis, and quantitative PCR

Total RNA was isolated from MCF10A cells using TRIzol™ Reagent (Invitrogen, Carlsbad, CA, USA) and Direct-Zol™ RNA MiniPrep isolation kit (Zymo Research, Irvine, CA, USA) following manufacturer instructions. cDNA was created using SuperScript IV^®^ First-Strand Synthesis System for RT-PCR (Thermo Fisher, Asheville, NC, USA). Resulting samples were quantified on a Qubit 2.0 Fluorometer (Invitrogen, Carlsbad, CA, USA) and diluted to 500 pg/μL. Equal amounts of DNA template were loaded for samples analyzed by qPCR. At least three independent biological replicates were analyzed for expression of RUNX1 bookmarked genes by qPCR. Student’s *t*-test was used to determine the significance of changes in transcript levels under different biological conditions.

### Chromatin immunoprecipitation, library preparation, sequencing, and bioinformatics analyses

Asynchronous (Asynch), mitotically arrested (M), and released from mitosis (G1) MCF10A breast epithelial cells were subjected to chromatin immunoprecipitation using a modified Farnham protocol [120]. Sonication parameters for each population of cells was as follows: Peak Watt 140W, Duty Factor 10, Cycle/Burst 200 using a S220 focused ultra-sonicator (Covaris, Matthews, NC, USA). M and G1 populations of cells were sonicated for 28 min total, whereas asynchronous populations of cells were sonicated for 36 min. An aliquot of sonicated lysates was boiled in 100°C for 15 min with NaCl and elution buffer and DNA was purified using PureLink™ PCR Purification Kit (K310001, Thermo Fisher, Asheville, NC, USA). Purified DNA was resolved on a 1.5% agarose gel to confirm optimal sonication (bulk of fragments between 200–400 bp) prior to performing ChIP. In parallel, an aliquot was also quantified via Qubit 2.0 Fluorometer (Invitrogen, Carlsbad, CA, USA) and analyzed by using a High Sensitivity DNA Kit on a Bioanalyzer 2100 (Agilent, Santa Clara, CA, USA).

For chromatin immunoprecipitation (ChIP) reactions, 150 ug of sonicated chromatin was incubated with 10 ug of RUNX1 antibody (4336BF, Cell Signaling Technologies, Danvers, MA, USA), diluted 1:10 in IP dilution buffer, and incubated overnight (16–18 hrs) at 4°C with mild agitation. Following incubation, 150 uL of Protein A/G magnetic beads (Thermo Scientific: Pierce, Waltham, MA, USA) per ug of antibody used were added to each IP reaction and incubated for 2–4 hrs at 4°C with mild agitation. Beads were extensively washed with IP wash buffers and resuspended in Elution Buffer to extract immunoprecipitated chromatin, which was subsequently purified using PureLink™ PCR Purification Kit. At least 3 biological replicates were performed for each cell population and each antibody.

ChIP libraries were generated using Accel-NGS^®^ 2S Plus DNA Library kit (Swift Biosciences, Ann Arbor, MI, USA) following manufacturers protocol. Input and RUNX1 ChIP samples were normalized to 1ng prior to library generation. Libraries were amplified in an optional PCR step for 12 total cycles. Finalized libraries were double size selected using AMPure XP beads (0.8× and 0.2× volume ratios to sample), resulting in the majority fragments sized between 250–400 bp. Next generation sequencing of pooled ChIP libraries was performed by the University of Vermont Cancer Center, Vermont Integrated Genomics Resource (VIGR).

Single end, 50 bp reads (SE50) were processed pre-alignment by removing adapter reads (Cutadapt v1.6) and trimming low quality base calls from both ends (FASTQ Quality Trimmer 1.0.0; min score ≥ 20, window of 10, and step size of 1). Because we were specifically investigating rDNA, a customized build of hg38 was constructed that included normally masked regions of rDNA (Gencode U13369). Since some (although not complete) rDNA sequence is present in the hg38 assembly, we masked all parts of hg38 that would normally be attributed to rDNA sequences (bedtools v2.25.0 maskfasta) based on alignment positions of 50 bp *in silico* reads generated across U13369. Finally, we appended the complete rDNA sequence as a distinct sequence (chrU13369.1) to the masked hg38 FASTA resulting in the hg38_rDNA assembly used for analysis.

Resulting reads were aligned to hg38_rDNA (STAR v2.4; splicing disabled with ‘–alignIntronMax 1’). Next, we called peaks and generated fold-enrichment (FE) bedGraph files (MACS2 v2.1.0.20140616; callpeak at *p*-value e-5; and bdgcmp with FE method) [121]. Irreproducible Discovery Rate (IDR) was conducted using unpooled replicates with all peaks in pooled samples passing an IDR cutoff of 0.5 [122]. To reduce artificial peaks, we calculated strand cross-correlation for all peaks at a shift of 95 bp (the mean observed fragment size of 180 bp minus the read size of 85 bp) and unshifted [123]. We eliminated peaks that exhibited low shifted correlation (shifted correlation < 0.7) and those that exhibited high unshifted correlation relative to shifted (shifted–unshifted correlation < 0.1). This increased retrieval of the RUNX1 motif and improved agreement with other RUNX1 datasets. Passing peaks were annotated separately to mRNA and lncRNA transcript start sites (TSSs) using Gencode v27 with a distance cutoff of 5000 bp. Regional distribution of peaks was determined using the same annotation reference limited to the “basic” tag for exons and promoters.

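By this rule, with a promoter taken as the 1000 bp to either side of a basic TSS, the peak centre lay in a promoter for 1219 of 4498 Asynch peaks (27.1%, 95% Wilson interval 25.8 to 28.4), 349 of 795 Mitotic peaks (43.9%, 40.5 to 47.4) and 660 of 2386 G1 peaks (27.7%, 25.9 to 29.5). The width of the promoter is a choice made here. Other exonic positions held 4.02%, 3.90% and 3.98% of the centres, introns 43.7%, 33.5% and 43.5%, and intergenic sequence 25.2%, 18.7% and 24.9%. Within 5000 bp of any protein coding or lncRNA TSS lay 45.1% of Asynch peaks (43.7 to 46.6), 59.6% of Mitotic peaks (56.2 to 63.0) and 46.2% of G1 peaks (44.2 to 48.2). The Mitotic share lay above those of Asynch and G1 by more than the counting error also within 1000 bp (48.2%, 30.7% and 30.9%) and within 10000 bp (68.7%, 56.0% and 57.0%).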

### Inhibitor treatment and assessment of global protein synthesis

Core binding factor: Beta (CBFβ) inhibitors AI-4-88 and AI-14-91 were kindly provided by John H. Bushweller (University of Virginia, USA) and used to evaluate RUNX1 DNA-binding inhibition in MCF10A cells. Protein synthesis evaluation by immunofluorescence was conducted following manufacturer protocol (K715-100, BioVision, San Francisco, CA, USA). To examine effects of inhibiting the RUNX1-CBFβ interaction, MCF10A cells were treated with active or inactive compound for 48 hours. Culture medium containing the active or inactive compounds was replaced with fresh medium without the compounds and cells were harvested 4- and 7-days post medium change.

### RNA-sequencing, differential expression analysis, and pathway analysis

RNA was isolated using Direct-zol RNA MiniPrep (Zymo Research, Irvine, CA, USA) and was quantified and assayed for RNA integrity by Bioanalyzer (Agilent Technologies, Inc., Santa Clara, CA, USA). Following the removal of ribosomal RNA, the RNA pool was reverse transcribed, amplified, purified, and bound to strand-specific adaptors following the manufacturer’s protocol (SMARTer Stranded Total RNA Sample Prep Kit, Takara Bio, Mountain View, CA, USA). cDNA libraries were assayed for quality control by Bioanalyzer (Agilent Technologies, Inc., Santa Clara, CA, USA). After cDNA quality validation, generated libraries were sequenced. 24 hour and 48-hour counts were grouped together into one “crisis” category and the day 4 recovery and day 7 recovery counts were grouped together into one “recovery” category. Treatment groups were compared with untreated MCF10A cells. After demultiplexing and quality filtering, reads were aligned to hg38 using Gencode (GRCh38. p13). As a reference, annotation with STAR (v2.5.2a) [124] aligned reads were then counted using HT-Seq [125]. Differential gene expression was analyzed using DESeq2 in R v.3.5.1 [126]. Parameters for significant differential expression were base mean expression greater than five, absolute log2 fold change greater than one, and a *p*-value less than 0.05. Pathway analysis was performed using Gene Set Enrichment Analysis v6.3 (Broad Institute, Inc., MIT, UC San Diego, CA, USA).

## SUPPLEMENTARY MATERIALS

# Supplementary material for: Inhibition of the RUNX1-CBFβ transcription factor complex compromises mammary epithelial cell identity: a phenotype potentially stabilized by mitotic gene bookmarking
**Source:** Oncotarget. 2020 Jun 30;11(26):2512–30. doi: 10.18632/oncotarget.27637
**Supplement:** Supplementary file 1

## Inhibition of the RUNX1-CBF $\beta$ transcription factor complex compromises mammary epithelial cell identity: a phenotype potentially stabilized by mitotic gene bookmarking

### SUPPLEMENTARY MATERIALS

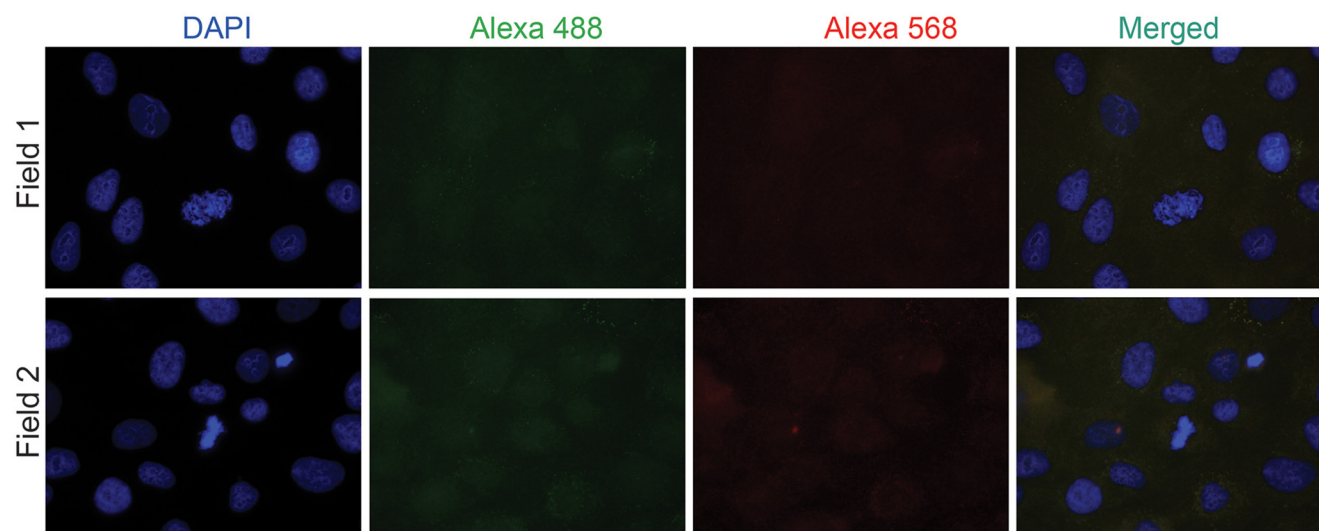

**Supplementary Figure 1: Secondary antibody controls for immunofluorescence microscopy.** To ensure the specificity of RUNX1 signal on mitotic chromosomes, actively proliferating mammary epithelial MCF10A cells, grown on gelatin-coated coverslips, were subjected to immunofluorescence microscopy procedure as described in Materials and Methods section with one modification: no primary antibody was added, but secondary antibodies were used at the same dilution as in all IF experiments. Nuclei were counterstained with DAPI. Two different fields are shown, confirming that the RUNX1 signal we observe on mitotic chromosomes is specific.

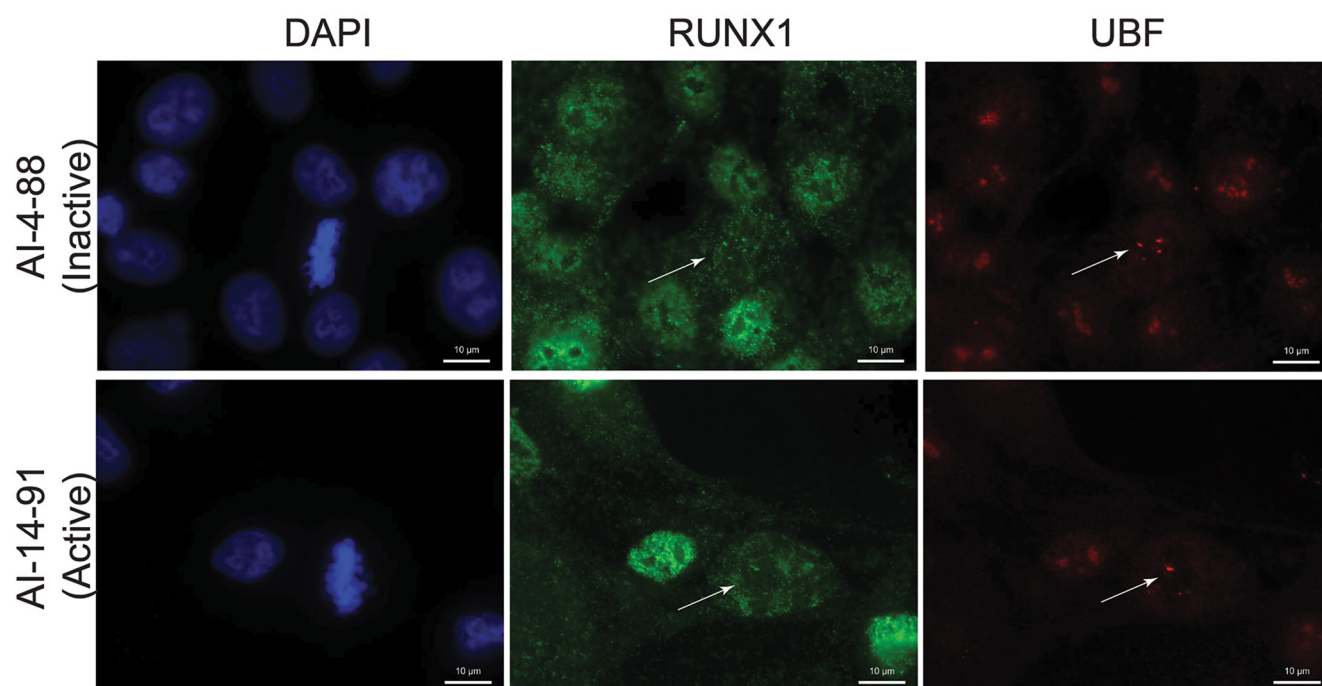

**Supplementary Figure 2: The RUNX1-CBF $\beta$  inhibitor reduces RUNX1 association with mitotic chromosomes.** MCF10A cells, treated with 20  $\mu$ M inactive control compound or active inhibitor for 12 hours, were stained for localization of endogenous RUNX1 (green), UBF (red) to mitotic chromosomes (DNA; blue). RUNX1 retention on mitotic chromosomes, particularly in smaller foci, was substantially reduced in cells treated with active inhibitor of RUNX1-CBF $\beta$  interaction, which disrupts RUNX1 DNA binding activity.

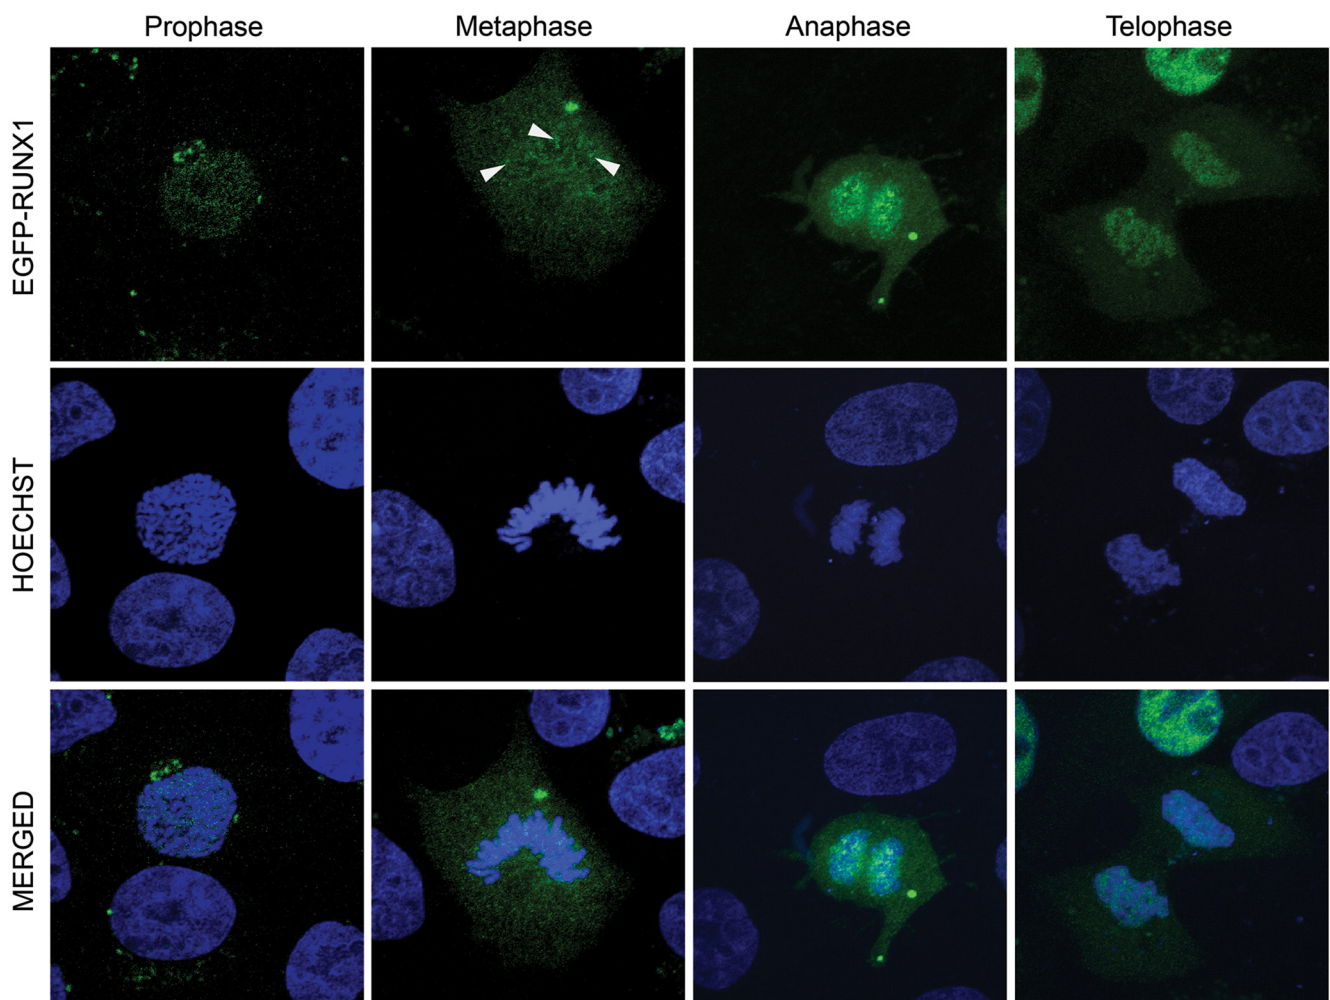

**Supplementary Figure 3: RUNX1 associates with chromosomes during all stages of mitosis in unfixed live MCF10A cells.** Mammary epithelial MCF10A cells were transiently transfected with EGFP-RUNX1 and imaged by confocal microscopy without fixation (see Materials and Methods section for details). Top panels show RUNX1 (green) association with mitotic chromosomes in unfixed, live MCF10A cells. Cells were counterstained with Hoechst (middle panels; blue) to visualize DNA in live cells and to identify mitotic cells. Merged images (bottom panels) were generated to confirm localization of RUNX1 signal with DNA. Arrow heads indicate punctate RUNX1 foci retained on mitotic chromosomes.

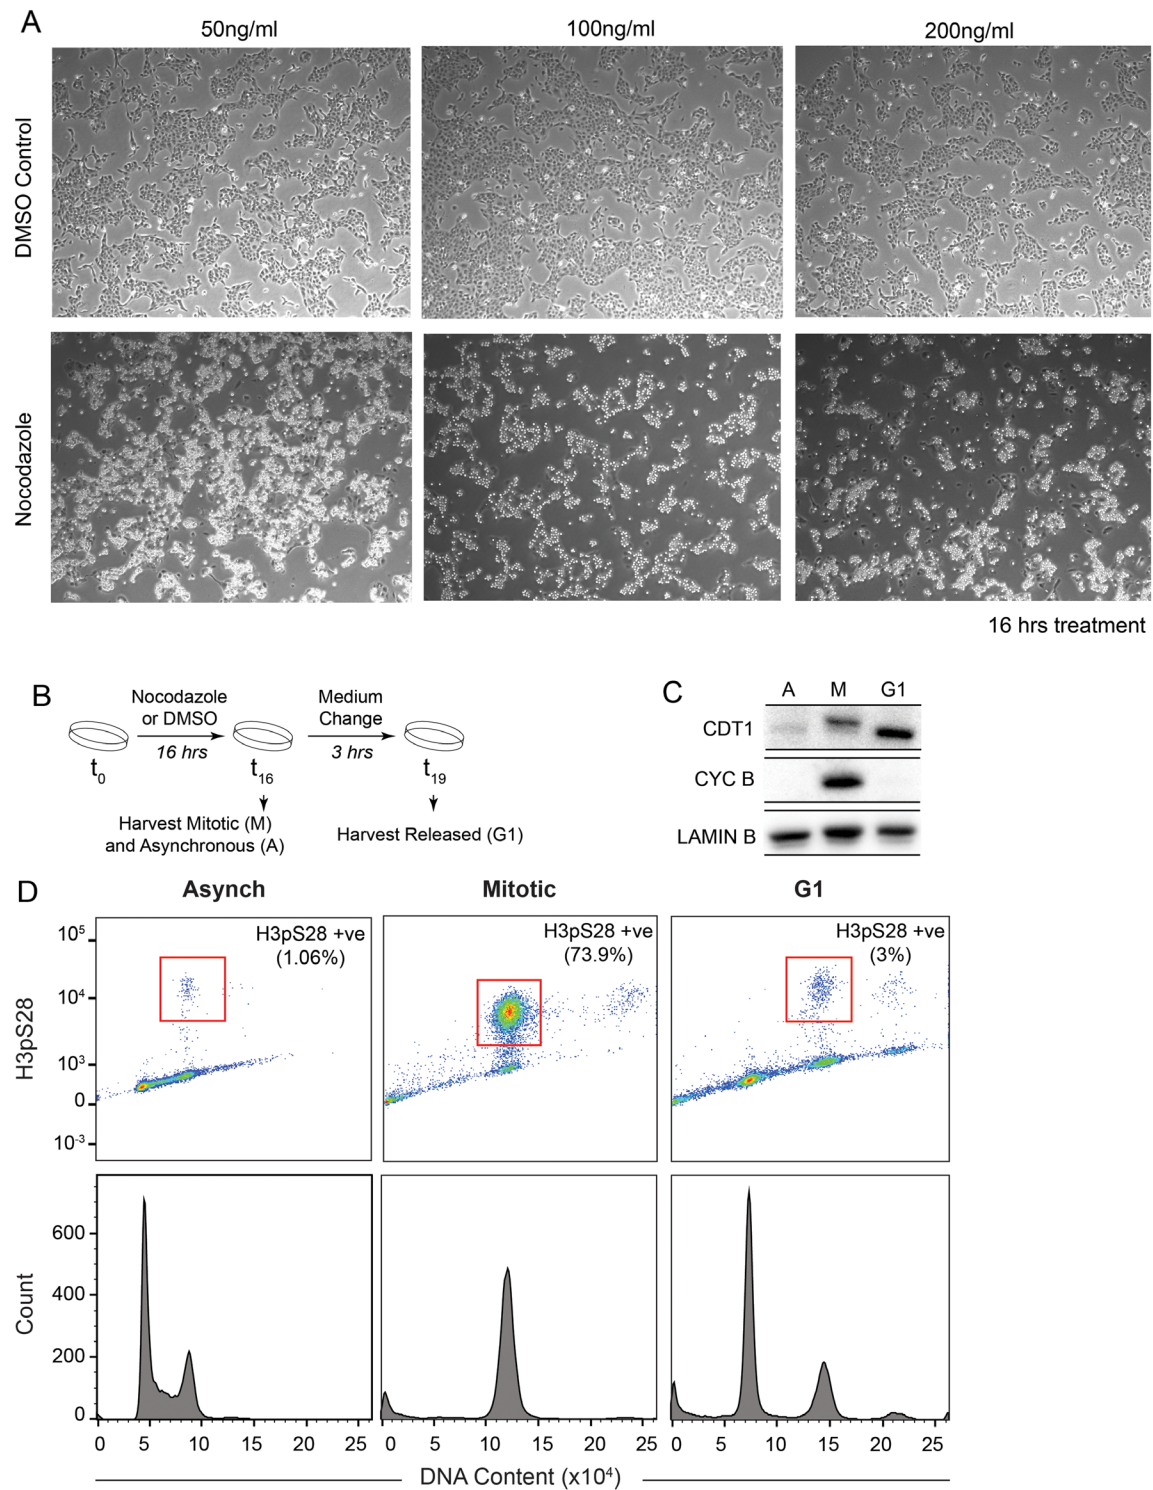

**Supplementary Figure 4: Determination of optimal nocodazole dosage for maximum mitotic block.** (A) Micrographs of MCF10A cells, treated with various doses of nocodazole for 16 hours, are shown (bottom panels). DMSO control treatment is also included (top panels). (B) Experimental schematic depicting mitotic arrest and harvest of each treated MCF10A cell population: Asynchronous – A, Mitotic – M, and Released – G1. (C) Western blot of each harvested MCF10A population for cell cycle specific markers to evaluate mitotic arrest and synchronization procedure. (D) Fluorescence-activated cell sorting (FACS) analysis of harvested A, M, and G1 MCF10A populations to determine mitotic purity and DNA content ( $n = 2$  biological replicates per group).

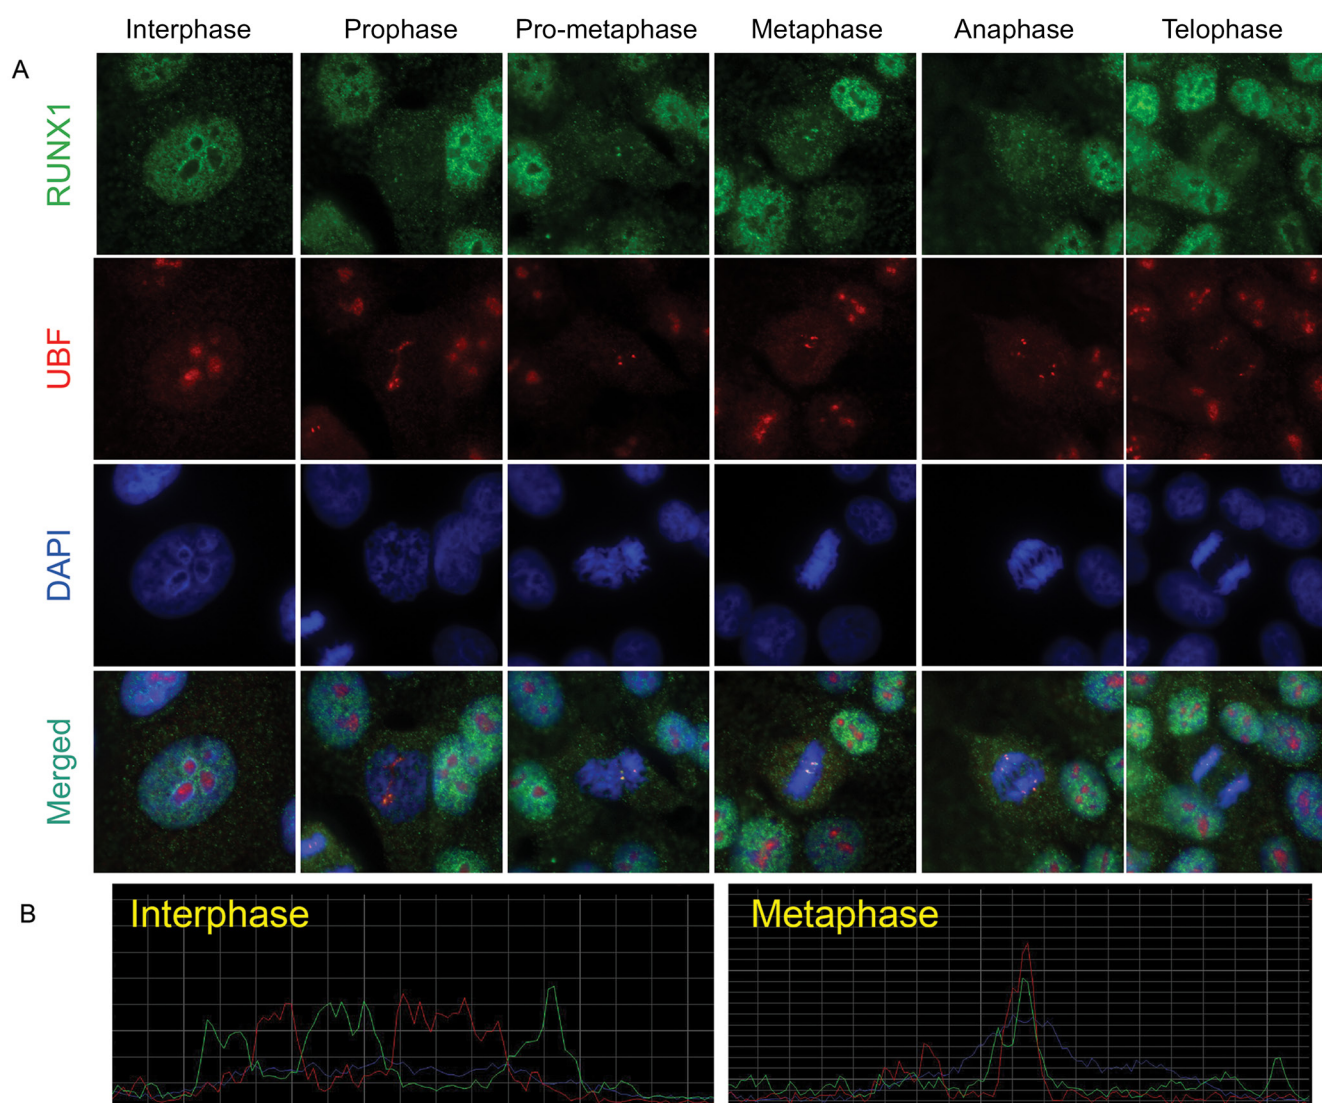

**Supplementary Figure 5: RUNX1 colocalizes with RNA Pol I subunit, upstream binding factor (UBF) on mitotic chromatin.** (A) Immunofluorescence microscopy images of RUNX1 (green – top row), UBF (red – 2nd row from top), DAPI (blue – 2nd row from bottom), and the three channels merged (bottom row) in MCF10A cells. Images were captured of spontaneously dividing MCF10A cells in different substages of mitosis. (B) Representative images of line profiles taken on interphase vs metaphase cells ( $n = 15$  each).

**Supplementary Table 1: Gene set enrichment analysis of genes sensitive to RUNX1-CBF $\beta$  inhibition during crisis and recovery phases of epithelial to mesenchymal transition in MCF10A cells**

| GSEA Report for Crisis                     |      |            |            |                   |                   |                    |             |
|--------------------------------------------|------|------------|------------|-------------------|-------------------|--------------------|-------------|
| NAME                                       | SIZE | ES         | NES        | NOM <i>p</i> -val | FDR <i>q</i> -val | FWER <i>p</i> -val | RANK AT MAX |
| HALLMARK_HEME_METABOLISM                   | 18   | 0.3947277  | 1.1353589  | 0.25240847        | 1                 | 0.622              | 708         |
| HALLMARK_MTORC1_SIGNALING                  | 35   | 0.5021444  | 1.099158   | 0.37525773        | 1                 | 0.696              | 763         |
| HALLMARK_HYPOXIA                           | 53   | 0.48392004 | 1.0695419  | 0.31150794        | 1                 | 0.717              | 884         |
| HALLMARK_GLYCOLYSIS                        | 32   | 0.39393955 | 1.006081   | 0.42460316        | 1                 | 0.781              | 793         |
| HALLMARK_UNFOLDED_PROTEIN_RESPONSE         | 16   | 0.5152979  | 0.9632453  | 0.511811          | 1                 | 0.792              | 918         |
| HALLMARK_TNFA_SIGNALING_VIA_NFKB           | 69   | 0.4499188  | 0.959573   | 0.54789275        | 1                 | 0.803              | 975         |
| HALLMARK_INFLAMMATORY_RESPONSE             | 32   | 0.38814172 | 0.92550886 | 0.45388788        | 1                 | 0.814              | 975         |
| HALLMARK_INTERFERON_GAMMA_RESPONSE         | 40   | 0.41000193 | 0.8577103  | 0.6434783         | 1                 | 0.831              | 949         |
| HALLMARK_UV_RESPONSE_UP                    | 22   | 0.4523549  | 0.843655   | 0.6709129         | 1                 | 0.846              | 939         |
| HALLMARK_IL2_STAT5_SIGNALING               | 27   | 0.35796466 | 0.8086394  | 0.66386557        | 1                 | 0.872              | 940         |
| HALLMARK_KRAS_SIGNALING_UP                 | 31   | 0.372217   | 0.8083701  | 0.64299804        | 0.9587773         | 0.872              | 967         |
| HALLMARK_INTERFERON_ALPHA_RESPONSE         | 17   | 0.3713511  | 0.77638674 | 0.66267467        | 0.95283103        | 0.884              | 876         |
| HALLMARK_COMPLEMENT                        | 21   | 0.30336428 | 0.6690581  | 0.74251497        | 1                 | 0.907              | 961         |
| HALLMARK_XENOBIOTIC_METABOLISM             | 20   | 0.24546017 | 0.62348866 | 0.8779599         | 1                 | 0.919              | 787         |
| HALLMARK_APOPTOSIS                         | 30   | 0.26021215 | 0.60873795 | 0.6981132         | 1                 | 0.919              | 958         |
| HALLMARK_EPITHELIAL_MESENCHYMAL_TRANSITION | 28   | 0.22567452 | 0.60038143 | 0.90679306        | 0.9498569         | 0.919              | 950         |
| HALLMARK_P53_PATHWAY                       | 37   | 0.20076397 | 0.5406085  | 0.94708997        | 0.9333686         | 0.919              | 636         |
| HALLMARK_APICAL_JUNCTION                   | 24   | -0.1968617 | -0.5646497 | 0.9259259         | 0.9119534         | 0.882              | 67          |
| HALLMARK_ESTROGEN_RESPONSE_EARLY           | 36   | -0.2092965 | -0.6075348 | 0.8805195         | 1                 | 0.862              | 406         |
| HALLMARK_UV_RESPONSE_DN                    | 15   | -0.3342217 | -0.9270731 | 0.5578704         | 0.7091259         | 0.8                | 187         |
| HALLMARK_ESTROGEN_RESPONSE_LATE            | 30   | -0.3937942 | -1.0697397 | 0.41567695        | 0.63777864        | 0.666              | 318         |
| HALLMARK_ADIPOGENESIS                      | 21   | -0.4425912 | -1.262755  | 0.1050505         | 0.4333697         | 0.472              | 317         |
| HALLMARK_KRAS_SIGNALING_DN                 | 17   | -0.6807129 | -1.3786752 | 0.07142858        | 0.42511922        | 0.311              | 321         |

**GSEA Report for Recovery**

| NAME                                       | SIZE | ES         | NES        | NOM <i>p</i> -val | FDR <i>q</i> -val | FWER <i>p</i> -val | RANK AT MAX |
|--------------------------------------------|------|------------|------------|-------------------|-------------------|--------------------|-------------|
| HALLMARK_HYPOXIA                           | 15   | 0.41979817 | 0.9262716  | 0.5611888         | 1                 | 0.57               | 507         |
| HALLMARK_INTERFERON_GAMMA_RESPONSE         | 21   | 0.41107994 | 0.8376136  | 0.741533          | 1                 | 0.658              | 519         |
| HALLMARK_EPITHELIAL_MESENCHYMAL_TRANSITION | 15   | 0.39494085 | 0.75395024 | 0.63284135        | 1                 | 0.686              | 652         |
| HALLMARK_COMPLEMENT                        | 19   | 0.35864845 | 0.8134814  | 0.6788194         | 1                 | 0.686              | 657         |
| HALLMARK_TNFA_SIGNALING_VIA_NFKB           | 27   | 0.34575072 | 0.73579097 | 0.83908045        | 0.88889724        | 0.7                | 700         |
| HALLMARK_KRAS_SIGNALING_UP                 | 22   | 0.20223154 | 0.5116736  | 0.98634297        | 0.9498962         | 0.807              | 700         |

**Supplementary Table 2: List of genes occupied by RUNX1 in asynchronous, mitotic and G1 cell populations in mammary epithelial cells**

| ZNF839      | Cluster4 |
|-------------|----------|
| ARL6IP1     | C16orf72 |
| AZIN2       | C8orf37  |
| BTRC        | CBWD5    |
| CARNMT1     | CCDC114  |
| CCDC130     | CCDC50   |
| CD55        | CYTH2    |
| CLEC16A     | DECR1    |
| COL9A1      | DOHH     |
| CYP51A1-AS1 | DUSP1    |
| DUSP19      | ELOBP4   |
| EGR3        | FABP6    |

|            |           |
|------------|-----------|
| EXD3       | FAM129B   |
| EXOSC4     | FAM225B   |
| FAM8A1     | GGT7      |
| FSCN1      | GPR39     |
| FTSJ1      | GSDME     |
| GNL3       | GSE1      |
| GSPT1      | GZF1      |
| GTF2A2     | HCCS      |
| H2AFX      | HIPK2     |
| HYLS1      | LAMB2     |
| IER3-AS1   | LINC02227 |
| KDM7A      | LINC02580 |
| KLK10      | MAF1      |
| LINC01004  | MAL2-AS1  |
| LINC01804  | MIR3922   |
| LRRN3      | MPLKIP    |
| MCC        | MRPL38    |
| METTL27    | NAPA      |
| MIR661     | NBPF19    |
| MYEOV      | NCF1C     |
| MYL12A     | PIGK      |
| PCDH1      | PRSS16    |
| RN7SL189P  | PSIP1     |
| RNF139-AS1 | RAD9A     |
| RNPEPL1    | RN7SL76P  |
| RNU6-1264P | RNA5SP158 |
| TGFB2      | RNA5SP220 |
| TPRG1-AS2  | RSPH6A    |
| TRIP11     | RTEL1     |
| UBE2T      | SGO1      |
| ZG16B      | SLC27A5   |
| ZNF181     | SNRPA     |
| ZNF302     | SNX16     |
|            | SRGAP3    |
|            | TCEA3     |
|            | TPR       |
|            | USP3-AS1  |
|            | WISP2     |
|            | XDH       |
|            | ZKSCAN3   |
|            | ZNF584    |
|            | ZNF839    |

---

How the deposited data were processed for this re-analysis (not part of the article)

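RUNX1 ChIP-Seq of MCF10A cells was analysed in 3 populations: Asynch (vehicle for 16 h), Mitotic (50 ng/mL nocodazole for 16 h) and G1 (the same treatment and 3 h of release). From the authors' reads to the deposited lists, the steps named in the paper are adapter and quality trimming, alignment with STAR to hg38 with the ribosomal DNA repeat masked and appended as its own sequence, peak calling with MACS2, IDR across unpooled replicates applied to the peaks of the pooled samples, and removal of peaks with low or unspecific strand cross-correlation. The deposited lists hold, for each peak, the fold enrichment ratio over background as the authors computed it, the −log10 of its p-value and q-value, a score, an offset and the authors' correlation values. The offset was not used. All peaks are 500 bp wide and were read as centred on their summits, because RUNX core sites pile up at the centres; the position of a centre is uncertain by 1 bp, since the lists do not state how they count.

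No replicate values are in the lists, so no p-value across peaks or genes was computed and every comparison is between single pooled lists. The fold enrichment served only to describe, rank or filter peaks within one list. Shares carry 95% Wilson intervals, which cover counting error only. Read depth is not in the lists. The background level of each list was read from the steps between fold enrichments, taken as (reads + 1) / (background + 1), and checked by recomputing the p-values of the same peaks from a Poisson distribution.

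Overlaps of at least 1 bp were counted, and compared with 100 random placements on the same chromosomes. Genes were counted when a TSS of a protein coding or lncRNA transcript of GENCODE version 44 lay within 5000 bp of a peak edge; the authors used version 27, which was not used here. The chromosome names of the lists match those of GRCh38 apart from the appended repeat, for which no sequence or annotation was used. Motif cores were searched within 100 bp of each centre and in flanking windows 1000 bp to each side, and all 6-mers were ranked by the difference between these shares. The median fold enrichment of Asynch peaks found again in Mitotic was set beside 10000 random sets of Asynch peaks of the same size. Overlap counting and the 6-mer ranking were run on simulated data. The RUNX core was planted in 2265 of 3776 flanking windows for Asynch, 407 of 679 for Mitotic and 1188 of 1981 for G1. It was found in all windows that received it, with the planted core at rank 1 in each list. Of 300 planted overlaps, 300 were found. An exact search finds a planted core by construction, so these counts check the code only. The work used Python, numpy, pandas, scipy, pysam, samtools and matplotlib.

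The genes named in the text include those that the paper's main text names as occupied (HES1, H2AFX, TOP2A, MYC, RRAS, CCND3, NEAT1 and MALAT1). RUNX1 and CBFB are named as well, as are the 5 genes nearest to the Mitotic peaks of highest fold enrichment with a TSS within 5000 bp. No CBFB TSS had a peak within 5000 bp in any list. The alternatives tried were a −log10 p of at least 10, lists of equal size, a reciprocal overlap of 50%, summits within 200 bp, TSS limits of 1000 and 10000 bp, the nearest TSS only, 1 TSS per gene, a window of 50 bp to each side, shuffled sequences as background, TGTGGT alone as the RUNX core and a ranking by ratio. The k-means profiles, gene set enrichment, RUNX1 knockdown expression and the list of bookmarked genes in Supplementary Table 2, of which only a part was at hand, were not analysed here.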

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

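The shares given here as a test were chosen after the result was seen. A RUNX1 peak lies at the RUNX1 gene itself in all 3 lists, a signal at a gene whose occupancy the paper does not discuss. It lies on chromosome 21 of GRCh38, from 34887936 to 34888435 in Asynch (the authors' fold enrichment 12.4), 34887943 to 34888442 in Mitotic (8.22) and 34887869 to 34888368 in G1 (9.38), over exon 1 of ENST00000344691.8 and within 5000 bp of its TSS at 34888690. The Asynch and Mitotic peaks have the RUNX core TGCGGT, read as ACCGCA on the plus strand, within 100 bp of their centre (34888243 to 34888248). A peak at this place could reflect binding of RUNX1 to its own gene in mitosis, or interphase cells carried over into the Mitotic population. Both predict that strong Asynch sites are found again in Mitotic, as were 40.5% of the strongest of 5 equal groups of Asynch peaks, to which this peak belongs, and 64.4% of those within 1000 bp of a TSS, as this peak is. These shares therefore do not separate the 2 accounts, which cannot be told apart at this single site. The paper reports H3pS28, a mark of mitotic chromosomes, in more than 70% of the harvested singlets, which leaves room for some interphase cells. Whether RUNX1 expression depends on this site was not tested.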

How the results depend on the processing

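Of the alternatives, the use of basic transcripts only and of the distance from the summit were chosen after seeing the data; the other 12 were set before the data were examined. No paired analysis was possible because each population has 1 pooled list. Across 52 results, 111 of 177 values under an alternative stayed within the counting interval of the reported share or within 1.5 times the reported count, and 66 moved further. The 4 values that stayed with lists of equal size belong to the Mitotic list alone, which this alternative leaves as it is. Nothing moved with a reciprocal overlap of 50%, summits within 200 bp, the nearest TSS only, 1 TSS per gene, basic transcripts only or distances from the summit.

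With only peaks of −log10 p of at least 10, the Mitotic list fell to 416 peaks, and the share of its peaks found in G1 rose to 79.1% and in Asynch to 85.8%. Mitotic genes numbered 418 (288 protein coding, 130 lncRNA), and genes in Mitotic and not G1 numbered 84. The RUNX site share was 82.1% in Asynch, 89.8% in Mitotic and 86.8% in G1, the AP-1 share 22.5% in Asynch and 18.9% in Mitotic, where it could no longer be separated from Asynch, and 64.1% of Mitotic peaks lay within 5000 bp of a TSS. Fewer peaks by construction lower the gene counts; for the shares, the cause was not tested.

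With lists of equal size, 46.3% of Mitotic peaks were shared with G1 and 46.3% with Asynch. Asynch had 483 genes and G1 507. There were 375 genes in Mitotic and not G1, 327 in Mitotic and G1, 180 in G1 and not Mitotic, 110 in Asynch alone, 882 in Mitotic or G1 and 247 in all 3. The RUNX share was 89.9% in Asynch and 91.6% in G1, no longer below the 86.5% in Mitotic. It was 93.9% for Mitotic peaks with a partner and 77.1% without. The order of the populations by RUNX share and by gene number therefore depends on the length of the lists; the drop in genes follows from the removed peaks.

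With a TSS limit of 1000 bp, genes numbered 1766 in Asynch, 944 in G1 and 133 for Mitotic lncRNA, and the classes 589 for G1 and not Mitotic, 950 for Asynch alone and 1101 for Mitotic or G1. Shares of peaks near a TSS were 30.7% in Asynch, 48.2% in Mitotic and 30.9% in G1 at 1000 bp, and 56.0%, 68.7% and 57.0% at 10000 bp, with Mitotic highest at each limit. A wider limit reaches more TSSs by construction.

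In windows of 50 bp to each side, RUNX shares were 66.6% in Asynch, 70.9% in Mitotic and 73.9% in G1, AP-1 shares 13.7%, 8.93% and 14.2%, ETS shares 5.78%, 5.41% and 5.57% and TEAD shares 10.6%, 9.06% and 9.56%; Mitotic peaks with a partner had the RUNX site in 75.3% and those without in 48.9%. A smaller window holds fewer sites by construction. With TGTGGT alone, the RUNX shares were 55.0% in Asynch, 41.3% in Mitotic and 57.1% in G1, and 44.1% and 26.7% for Mitotic peaks with and without a partner, so the Mitotic list went from the highest share to the lowest.

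In dinucleotide shuffles, the background share of the RUNX site was 16.9% in Mitotic and 17.7% in G1, of AP-1 4.11% in G1, of ETS 3.98% in Asynch and 3.39% in G1, and of TEAD 10.0% in Asynch and 7.67% in Mitotic. The last value lies below the interval of the Mitotic TEAD share, so whether that core is enriched in Mitotic depends on the background. When 6-mers were ranked by ratio, the best RUNX core in G1 came at rank 2, behind GCGGTT. That 6-mer shares the bases GCGGT with the core TGCGGT, and whether both came from the same sites was not counted. For the shuffles and the ranking, the cause was not tested. The better of both RUNX core forms kept rank 1 in Asynch and Mitotic under the stricter threshold, the smaller window and the ranking by ratio. In Asynch, the form at rank 1 was TGTGGT by difference and TGCGGT by ratio. Mitotic peaks limit the precision: the 131 without a partner leave an interval from 51.0% to 67.6% for their RUNX share.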

Differences from the paper's values

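For Mitotic lncRNA genes, 216 were counted here against the paper's 138. Among the alternatives set before the data were examined, the count came within 1.5 times of the paper's with the stricter threshold (130), a TSS limit of 1000 bp (133), the nearest TSS only (188) and 1 TSS per gene (197), and did not with a limit of 10000 bp (310). Lists of equal size leave the Mitotic list as it is, so they do not test its values. Chosen after seeing the values, basic transcripts only gave 206 and distances from the summit 214.

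The RUNX motif in Mitotic is given for about 53% of peaks in Fig. 4C, read by eye, and the core TGYGGT was found here in 86.5%. With windows of 50 bp the share was 70.9% and with TGTGGT alone 41.3%, both within 1.5 times; with the stricter threshold (89.8%) it was not. For ETS, Fig. 4C gives about 3.2% in Asynch and about 4.3% in G1, read by eye, against 10.4% and 10.4% here. Windows of 50 bp brought G1 to 5.57%, within 1.5 times, and left Asynch at 5.78%; the stricter threshold left both apart (10.4% and 10.3%). For TEAD in Mitotic, Fig. 4C gives about 2.0%, read by eye, against 14.2% here, and neither windows of 50 bp (9.06%) nor the stricter threshold (14.1%) closed the gap. These shares count a short core sequence, whereas the text of the paper does not name the motif tool behind Fig. 4C.

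The paper places ribosomal DNA enrichment in the promoter region for every population. In the lists, peaks start at 160 in Mitotic and 152 in G1, and the leftmost Asynch peak starts at 956. Asynch also has a peak from 41832 to 42331, toward the right end of the sequence, and copies of the repeat lie in tandem. Without an annotation of the sequence, which of these peaks lie in the promoter was not determined. The enrichment profiles drawn in Fig. 5A were not analysed here.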

Other observations

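The test of the background level, and the counts against Mitotic peaks of −log10 p of at least 10, were chosen after the result was seen. Predictions for the other tests were written before those tests were run, but those on TGCGGT after the 6-mer ranks had been seen. The conclusions drawn for AP-1 and for carry-over were also revised after their values were seen: AP-1 from an account of the peaks to an open question, and carry-over from an open question to the joint grouping by fold enrichment and GC content, in place of the grouping by fold enrichment alone that its prediction named.

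A hypothesis was drawn from the 6-mer ranking by difference. It holds that RUNX1 sites with the CpG-containing core TGCGGT are found again in mitosis more readily than sites with TGTGGT. Of Asynch peaks with only TGCGGT, 289 of 1053 overlapped a Mitotic peak (27.4%, 24.8 to 30.2), against 202 of 2181 with only TGTGGT (9.26%, 8.12 to 10.6). Because 79.3% of Mitotic peaks overlap an Asynch peak, this difference partly restates the higher TGCGGT share in the Mitotic list. It is not an independent test of the hypothesis. Stronger peaks do not account for this difference: within 5 equal groups of these peaks by fold enrichment, the pooled odds ratio was 4.17, and the highest of 2000 random exchanges of the core form within groups gave 1.50. It was 4.36 when only Mitotic peaks with a −log10 p of at least 10 were counted. GC content of the peak, which would also carry a GC bias of the library, left an odds ratio of 2.78 within 5 groups by GC content, with the share higher for TGCGGT in 5 of 5. Closeness to promoters left 2.71 among peaks farther than 1000 bp from a TSS. The G1 cells had gone through the same nocodazole block and 3 h of release. For the same peaks found again in G1, the odds ratio within groups by fold enrichment was 1.48. Within joint groups of fold enrichment and GC content it was 1.32, against 2.83 for Mitotic. These values cannot exclude an effect of the drug on Mitotic cells, because G1 cells were harvested without it and the G1 list is longer. The difference between Mitotic and G1 was not tested by itself. Lists of equal length point the same way: among the 799 peaks of lowest p, TGCGGT was present in 43.6% of Asynch and 46.6% of G1 peaks, against 56.0% in Mitotic. A biological preference of mitotic RUNX1 binding for this form may be a candidate explanation. CpG methylation, chromatin accessibility in mitosis and finer sequence composition than GC content remain untested, and with 1 list per population the pattern has no replicate check.

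Asynch peaks found again in Mitotic were also more often close to a TSS. Of the 1379 Asynch peaks within 1000 bp of a TSS, 22.6% were found again, against 10.2% of the other 3119. Within groups by fold enrichment the odds ratio was 3.81, higher near a TSS in 5 of 5 and above 1.39, the highest of 2000 random exchanges. Within groups by GC content it was 2.02. A carry-over of interphase cells with the Asynch binding profile would scale all Asynch peaks down alike and leave no dependence on the TSS at equal strength. Within joint groups of fold enrichment and GC content, however, the odds ratio remained 2.75. This argues against carry-over of cells with that profile as the whole cause of the promoter excess. It says nothing about how many Mitotic peaks come from such cells. Whether interphase cells left after nocodazole have the Asynch profile was not tested. For G1 the value within groups by fold enrichment was 1.34. It lay above 1.16, the upper end of the central 95% of random exchanges for G1, but below 1.37, the highest of 2000. The G1 share was also higher near a TSS in 5 of 5 groups. A dependence on the TSS was thus present in G1 as well, with a smaller odds ratio than in Mitotic (3.81). Promoters that stay accessible in mitosis may be a biological explanation, and no accessibility data were tested.

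The Mitotic list has fewer peaks than the others. A shallower library would lower the background pile-up at peak calling, but the background in Mitotic was 1.33 times that in Asynch and 1.25 times that in G1. This level is the product of read number and fragment length, and the fragment length of each library is not known. It describes the pooled reads, whereas the IDR filter used unpooled replicates, so the depth of single replicates remains open. Fewer bound sites in mitosis and a less efficient precipitation from mitotic chromatin both remain open, and neither was tested.

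The Mitotic peaks without a partner had the RUNX site less often than those with one. Their lower strength does not account for this: peaks with a partner, weighted to the fold enrichments of those without, had the site in 90.0%, above the interval of 51.0 to 67.6% for those without. Weighting by the strand correlation difference gave 90.6%, and within both the lower and the upper part of its range the share stayed lower without a partner (53.8% against 88.9%, and 72.5% against 94.4%). These peaks may include unspecific enrichment that passed the filters, or sites bound through other factors. For AP-1, 3 of the 53 peaks with neither a partner nor a RUNX site had its site (5.66%, 1.94 to 15.4), against 1.89% (0.519 to 6.62) of their flanks, and binding through AP-1 cannot be told apart from its absence with so few peaks.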
